# Enrichment of hematopoietic stem/progenitor cells in the zebrafish kidney

**DOI:** 10.1038/s41598-019-50672-5

**Published:** 2019-10-02

**Authors:** Isao Kobayashi, Mao Kondo, Shiori Yamamori, Jingjing Kobayashi-Sun, Makoto Taniguchi, Kaori Kanemaru, Fumihiko Katakura, David Traver

**Keywords:** Haematopoietic stem cells, Stem-cell differentiation

## Abstract

Hematopoietic stem cells (HSCs) maintain the entire blood system throughout life and are utilized in therapeutic approaches for blood diseases. Prospective isolation of highly purified HSCs is crucial to understand the molecular mechanisms underlying regulation of HSCs. The zebrafish is an elegant genetic model for the study of hematopoiesis due to its many unique advantages. It has not yet been possible, however, to purify HSCs in adult zebrafish due to a lack of specific HSC markers. Here we show the enrichment of zebrafish HSCs by a combination of two HSC-related transgenes, *gata2a:GFP* and *runx1:mCherry*. The double-positive fraction of *gata2a:GFP* and *runx1:mCherry* (*gata2a*^+^ *runx1*^+^) was detected at approximately 0.16% in the kidney, the main hematopoietic organ in teleosts. Transcriptome analysis revealed that *gata2a*^+^ *runx1*^+^ cells showed typical molecular signatures of HSCs, including upregulation of *gata2b*, *gfi1aa*, *runx1t1*, *pbx1b*, and *meis1b*. Transplantation assays demonstrated that long-term repopulating HSCs were highly enriched within the *gata2a*^+^ *runx1*^+^ fraction. In contrast, colony-forming assays showed that *gata2a*^−^ *runx1*^+^ cells abundantly contain erythroid- and/or myeloid-primed progenitors. Thus, our purification method of HSCs in the zebrafish kidney is useful to identify molecular cues needed to regulate self-renewal and differentiation of HSCs.

## Introduction

Hematopoietic stem cells (HSCs) are self-renewing multipotent cells that can generate all types of blood cells over the lifetime of an individual and can be used therapeutically to treat hematopoietic diseases^1^. In the adult, most HSCs present in bone marrow are quiescent and divide rarely under homeostatic conditions. HSCs produce a heterogeneous pool of hematopoietic progenitor cells (HPCs), which have limited or no self-renewal ability, but rapidly proliferate and differentiate to satisfy the requirements for new mature blood cells^2,3^. Although the frequency of HSCs is extremely rare in bone marrow, HSC potential can be evaluated by transplantation assays, whereby the relative hematopoietic reconstitution activity of co-transplanted donor and competitor cells are compared in a recipient^4^. Purification of HSCs from murine and human bone marrow has been facilitated via transplantation assays using combinations of multiple cell-surface markers^5–9^. Studies in mice revealed that a single CD150^+^ CD34^−^ c-kit^+^ Sca-1^+^ Lineage-marker^−^ cell in the bone marrow showed long-term and multilineage hematopoietic reconstitution following transplantation^10,11^. Prospective isolation of highly purified HSCs thus elucidated many aspects of HSC biology, including self-renewal, differentiation, and HSC niches.

The zebrafish is an excellent model for the study of HSCs due to its many unique advantages. Many valuable tools and experimental methods have been established for the study of hematopoietic cells in zebrafish (e.g. transgenic/mutant animals, transplantation assays, cell culture assays, etc.)^12,13^. Moreover, genome-editing technology based on the CRISPR/Cas9 system has further facilitated rapid and scalable reverse genetic approaches in zebrafish^14–16^. Hematopoiesis is highly conserved between mammals and teleost fish at both the cellular and molecular level, while the sites of adult hematopoiesis have shifted during the evolution. The major hematopoietic organ in teleost fish is the kidney where various stages of hematopoietic cells and mature blood cells are observed in the interstitial tissue, the so-called “kidney marrow”^17–20^. Although the zebrafish kidney is of great importance to identify evolutionarily conserved regulators of HSCs, little is known regarding which molecules are involved in the maintenance and self-renewal of HSCs in the kidney. This is due in part to the lack of robust methods to purify HSCs in the zebrafish kidney.

The enrichment of HSCs from the kidney has been shown previously in zebrafish. A previous method using the light scatter profile of whole kidney marrow cells (WKMCs) by flow cytometric (FCM) analysis demonstrated that HSCs are present within the forward scatter (FSC)^low^ side scatter (SSC)^low^ “lymphoid” fraction^17^. The Hoechst dye efflux activity of HSCs is highly conserved amongst vertebrates^21^, and an enriched HSC fraction has been isolated by sorting of “side population” (SP) cells in the kidney^22,23^. More recently, two groups demonstrated using a transgenic zebrafish line that HSCs are present in the *cd41:GFP*^low^ fraction or *runx1:mCherry*^+^ fraction in the kidney^24,25^. These transgenic animals are also utilized to visualize hematopoietic stem/progenitor cells (HSPCs) in developmental stages^25–27^. The expression of *cd41:GFP* and *runx1:mCherry* as well as the SP phenotype is, however, not specific to HSCs, indicating that a combination of multiple markers is required to further purify HSCs in the zebrafish kidney, as has been proven in mammalian bone marrow^5–9^.

In the present study, we combined two transgenic markers of putative HSCs, *gata2a:GFP* and *runx1:mCherry*, and found that zebrafish HSCs are highly enriched in the double-positive fraction (*gata2a:GFP*^+^ *runx1:mCherry*^+^, hereafter denoted as *gata2a*^+^ *runx1*^+^) in the kidney. Transcriptome analysis of three distinct hematopoietic cell populations, *gata2a*^+^ *runx1*^+^, *gata2a*^−^ *runx1*^+^, and *gata2a*^+^ *runx1*^−^ cells, revealed that *gata2a*^+^ *runx1*^+^ cells displayed typical molecular hallmarks of HSCs. In contrast, *gata2a*^−^ *runx1*^+^ showed expression signatures of erythroid and myeloid cells, whereas *gata2a*^+^ *runx1*^−^ cells showed those of lymphoid and myeloid cells. Transplantation assays demonstrated that *gata2a*^+^ *runx1*^+^ cells possessed the high level of long-term and multilineage hematopoietic reconstitution activity. Thus, we provide evidence that combined *gata2a:GFP* and *runx1:mCherry* expression is a useful method to purify HSCs from the zebrafish kidney.

## Results

### Isolation of HSPCs using *gata2a:GFP; runx1:mCherry* double-transgenic zebrafish

In order to purify HSCs from the adult kidney, we utilized *gata2a* (*GATA binding protein 2a*) as an HSC marker, of which expression in HSCs and vascular endothelial cells is well-conserved amongst vertebrates^23,28–30^. A zebrafish *gata2a:GFP* line expresses GFP in a variety of hematopoietic cells and vascular endothelial cells^28^. We combined the *gata2a:GFP* line with the *runx1:mCherry* line, which expresses mCherry under control of the mouse *Runx1* (*Runt-related transcription factor 1*) +23 enhancer^25^. FCM analysis of kidney marrow cells (KMCs), which contain hematopoietic cells and mature blood cells excluding erythrocytes, showed that the majority of *gata2a:GFP*^+^ cells and *runx1:mCherry*^+^ cells within the SSC^low^ fraction (non-granulocytic cells) did not overlap, whereas only 0.31% of SSC^low^ cells were found within the *gata2a*^+^ *runx1*^+^ population (0.16 ± 0.06% in total KMCs, n = 23, ± s.d.) (Fig. 1a,b). HSCs have been shown to be present in the FSC^low^ SSC^low^ “lymphoid” fraction by FCM analysis in the zebrafish kidney^17^. As shown in Fig. 1c, we subdivided SSC^low^ cells into three distinct fractions based on the intensity of FSC, “low” (in the range of 30 to 70), “mid” (in the range of 70 to 100), and “high” (>100) fraction. Unexpectedly, most *gata2a*^+^ *runx1*^+^ cells showed the “mid” intensity of FSC. In contrast, *gata2a*^−^ *runx1*^+^ cells showed the “low” to “high” intensity, and *gata2a*^+^ *runx1*^−^ cells mainly showed the “low” intensity of FSC (Fig. 1c).

**Figure 1:**
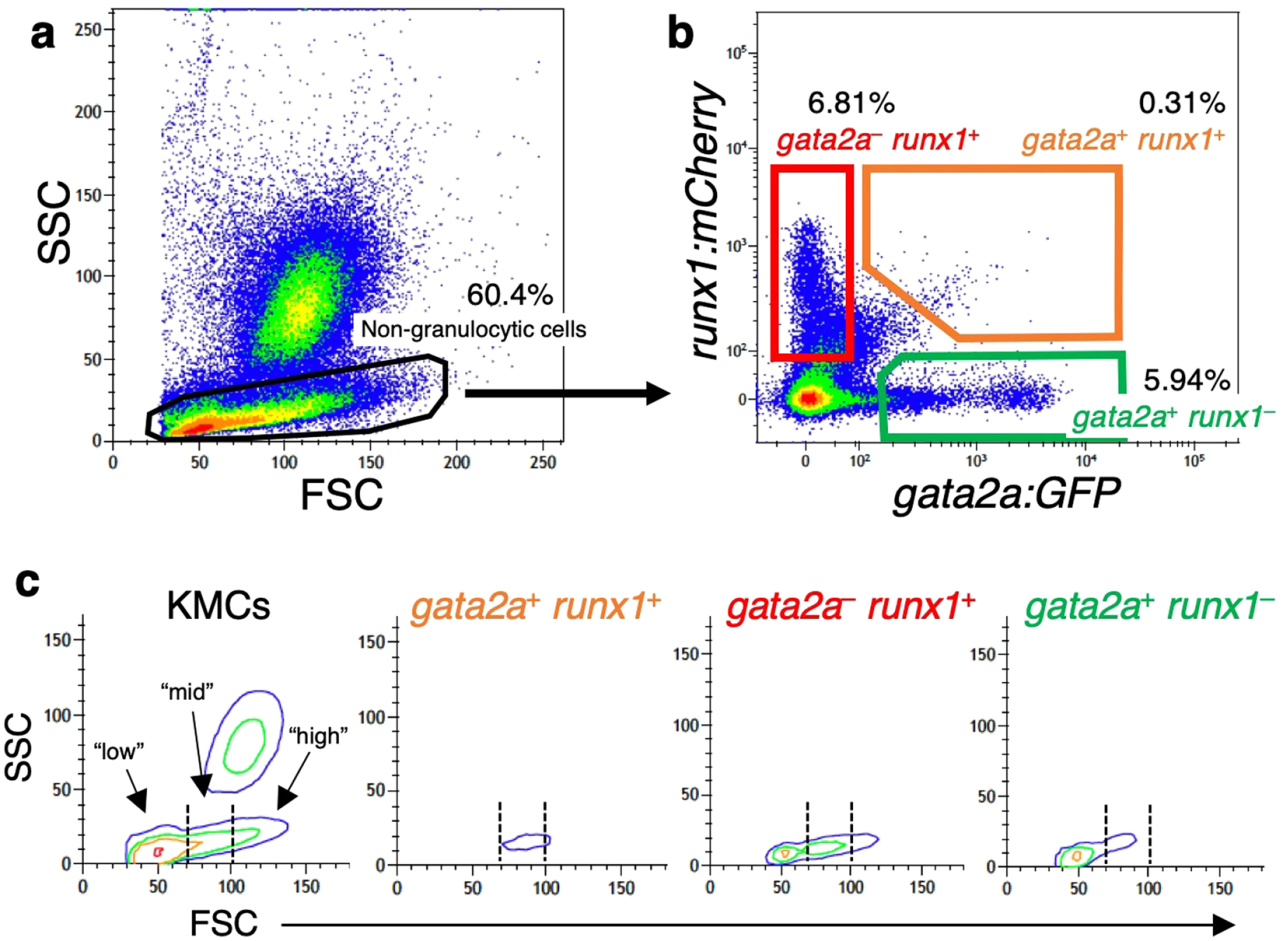
Isolation of HSPCs from the zebrafish kidney. FCM analysis of KMCs was performed in a *gata2a:GFP*; *runx1:mCherry* double-transgenic zebrafish. (**a**) A scatter profile of KMCs. The SSC^low^ non-granulocytic cell fraction is gated. (**b**) SSC^low^ cells are subdivided into three distinct hematopoietic populations, *gata2a*^+^ *runx1*^+^ (orange gate), *gata2a*^−^ *runx1*^+^ (red gate), and *gata2a*^+^ *runx1*^−^ (green gate). (**c**) Contour plot of FSC vs. SSC in KMCs, *gata2a*^+^ *runx1*^+^, *gata2a*^−^ *runx1*^+^, and *gata2a*^+^ *runx1*^−^ cells. Dotted lines separate the “low”, “mid”, and “high” intensity of FSC.

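Cells of 3 populations in the low side scatter fraction of the adult zebrafish kidney were sorted by the fluorescence of a *gata2a:GFP* and a *runx1:mCherry* transgene, and 1 library was sequenced per population, so that no difference between populations has a replicate check. The cDNA was made by Quartz-Seq, which primes on poly-A tails and amplifies whole transcripts by PCR without molecular identifiers. The authors mapped the reads to GRCz11 with HISAT2 and deposited RPM, the reads of a gene relative to all reads counted on genes, for 32057 genes, rounded to 2 decimals. The RPM values were whole multiples of 1 read for 100.0% of the genes in each library, which gave back the reads behind them. These summed to 8123636 reads in *gata2a*+ *runx1*+ cells, 8205803 reads in *gata2a*- *runx1*+ cells, and 8094670 reads in *gata2a*+ *runx1*- cells. At least 1 read was counted for 16352, 15366, and 16337 genes, respectively. A floor of 3 reads was used for detection, which is 0.369 RPM in *gata2a*+ *runx1*+ cells, 0.366 RPM in *gata2a*- *runx1*+ cells, and 0.371 RPM in *gata2a*+ *runx1*- cells. Intervals are 95% Wilson intervals of a gene's share of the reads, and both intervals and floors cover counting error only, because amplified copies are not independent molecules. Genes were compared between libraries by a two-sided Fisher's exact test of their reads with Benjamini-Hochberg adjustment over all genes read in either library, which compares the 2 libraries and not the populations. The transcript of *gata2a* (ENSDARG00000059327) was at 344.4 RPM in *gata2a*+ *runx1*+ cells, 11.8 RPM in *gata2a*- *runx1*+ cells, and 1354 RPM in *gata2a*+ *runx1*- cells. Both populations gated as GFP+ were thus above the GFP- population. The mCherry transgene is driven by a mouse *Runx1* enhancer, which by the paper's account does not fully follow endogenous *runx1*. The transcript of *runx1* (ENSDARG00000087646) was low in all 3 libraries, with 39, 29, and 19 reads. A difference between *gata2a*+ *runx1*+ and *gata2a*- *runx1*+ cells was not detectable at this depth (adjusted p = 0.351, Fisher's exact test), and *gata2a*+ *runx1*+ cells were 2.04-fold higher than *gata2a*+ *runx1*- cells (adjusted p = 0.0245, Fisher's exact test).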

To characterize hematopoietic cell populations in the kidney, RNA-seq analysis was performed on three distinct cell populations within the SSC^low^ fraction, *gata2a*^+^ *runx1*^+^, *gata2a*^−^ *runx1*^+^, and *gata2a*^+^ *runx1*^−^. 

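The 9 HSC-related genes *gata2b*, *gfi1aa*, *runx1t1*, *pbx1b*, *fgd5b*, *meis1b*, *myca*, *apoeb*, and *egr1* all had their highest RPM in *gata2a*+ *runx1*+ cells. With 3 reads or fewer taken as 3 reads, 8 of the 9 genes were over 2-fold higher than in each of the other two populations. *gata2b* (ENSDARG00000009094) was at 143.3 RPM (95% Wilson interval 135.3 to 151.8), which was 8.34-fold higher than in *gata2a*- *runx1*+ cells (adjusted p = 6.27e-201, Fisher's exact test) and 13.0-fold higher than in *gata2a*+ *runx1*- cells (adjusted p = 6.94e-237). *gfi1aa* (ENSDARG00000020746) was at 52.2 RPM (47.5 to 57.4), 28.5-fold and 26.4-fold higher, respectively. *runx1t1* (ENSDARG00000003680) was 3.22-fold higher than in *gata2a*- *runx1*+ cells and 14.5-fold higher than in *gata2a*+ *runx1*- cells. *meis1b* (ENSDARG00000012078) was at 461.4 RPM, against 209.6 RPM in *gata2a*- *runx1*+ cells and 8.28 RPM in *gata2a*+ *runx1*- cells. *myca* (ENSDARG00000045695) was 2.36-fold and 2.35-fold higher. *egr1* (ENSDARG00000037421), an immediate early gene like *myca*, was 5.01-fold higher than in *gata2a*- *runx1*+ cells and 2.24-fold higher than in *gata2a*+ *runx1*- cells. The other three genes rested on few reads. *pbx1b* (ENSDARG00000101131) had 17 reads in *gata2a*+ *runx1*+ cells, at least 5.72-fold and 5.64-fold more than in the other two (adjusted p = 0.00121 and 4.7e-05, Fisher's exact test). *apoeb* (ENSDARG00000040295) had 9 reads in *gata2a*+ *runx1*+ cells and none in the others (adjusted p = 0.0052 and 0.00866, Fisher's exact test). *fgd5b* (ENSDARG00000089622) had 4 reads in *gata2a*+ *runx1*+ cells and none in the others, at least 1.34-fold and 1.32-fold more, and its difference was not detectable at this depth (adjusted p = 0.115 and 0.193, Fisher's exact test).

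**Figure D1:**
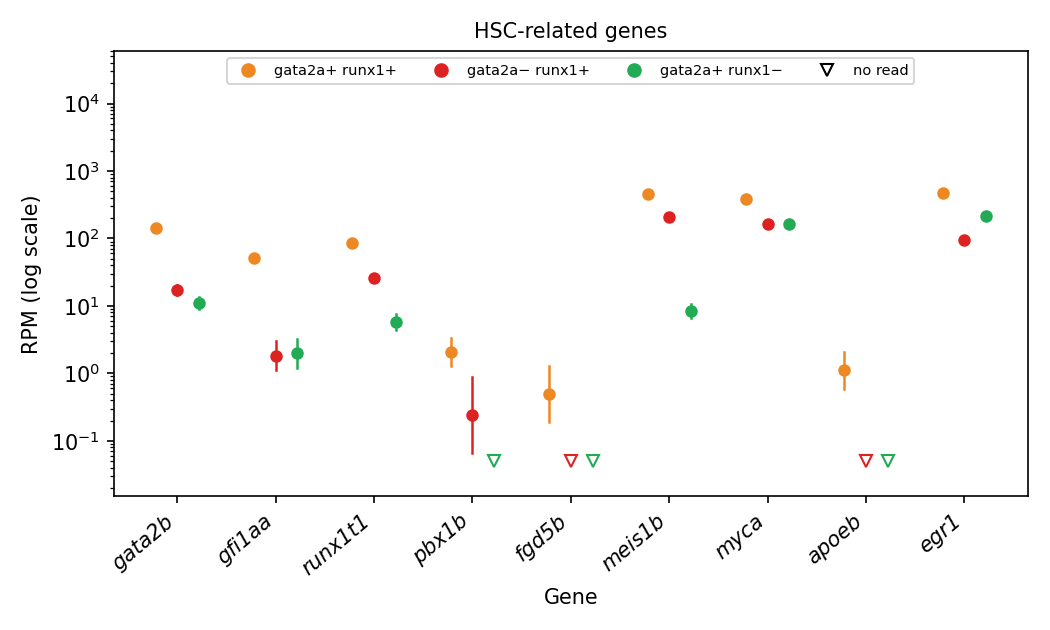
RPM on a log axis of 9 HSC-related genes in the 3 populations, 1 library each. Points are RPM, lines are 95% Wilson intervals, and open triangles mark genes without a read, placed at the bottom without a value. The *gata2a*+ *runx1*+ point is the highest for each gene, and the interval of *fgd5b* lies near the floor.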

As shown in Fig. 2a, HSC-related genes, such as *gata2b* (*GATA binding protein 2b*), *gfi1aa* (*growth factor independent 1A*), *runx1t1* (*runt-related transcription factor 1; translocated to, 1*), *pbx1b* (*pre-B-cell leukemia homeobox 1b*), *fgd5b* (*FYVE, RhoGEF and PH domain containing 5b*), *meis1b* (*Meis homeobox 1b*), *myca* (*MYC proto-oncogene, bHLH transcription factor a*), *apoeb* (*apolipoprotein Eb*), and *egr1* (*early growth response 1*), were highly enriched in *gata2a*^+^ *runx1*^+^ cells. In contrast, erythroid and thrombocyte marker genes, such as *gata1a* (*GATA binding protein 1a*), *klf1* (*Kruppel-like factor 1*), *hbaa1* (*hemoglobin, alpha adult 1*), and *itga2b* (*integrin, alpha 2b*, also known as *cd41*), were strongly expressed in *gata2a*^−^ *runx1*^+^ cells, whereas myeloid marker genes, such as *mpx* (*myeloid-specific peroxidase*), *lyz* (*lysozyme*), *lcp1* (*lymphocyte cytosolic protein 1*, also known as *l-plastin*), and *spi1b* (*Spi-1 proto-oncogene b*, also known as *pu.1*), were expressed in both *gata2a*^−^ *runx1*^+^ cells and *gata2a*^+^ *runx1*^−^ cells. 

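*gata1a* (ENSDARG00000013477) was at 40.0 RPM in *gata2a*- *runx1*+ cells (95% Wilson interval 35.9 to 44.5), which was 8.12-fold higher than in *gata2a*+ *runx1*+ cells and at least 107.8-fold higher than in *gata2a*+ *runx1*- cells. *klf1* (ENSDARG00000017400) was 11.3-fold higher than in *gata2a*+ *runx1*+ cells and at least 431.1-fold higher than in *gata2a*+ *runx1*- cells. *hbaa1* (ENSDARG00000097011) was at 61.4 RPM, 11.3-fold and 99.1-fold higher than in the other two. *itga2b* (ENSDARG00000018687) was at 367.5 RPM (354.7 to 380.9), 9.73-fold higher than in *gata2a*+ *runx1*+ cells and at least 991.7-fold higher than in *gata2a*+ *runx1*- cells, taken against the floor of 3 reads. Of the myeloid marker genes, *mpx* (ENSDARG00000019521) was at 214.1 RPM in *gata2a*- *runx1*+ cells, 105.9 RPM in *gata2a*+ *runx1*+ cells, and 50.3 RPM in *gata2a*+ *runx1*- cells. *lcp1* (ENSDARG00000023188) was at 999.3 RPM in *gata2a*- *runx1*+ cells and 3648 RPM in *gata2a*+ *runx1*- cells, and at 2463 RPM in *gata2a*+ *runx1*+ cells. *spi1b* (ENSDARG00000000767) was 5.65-fold higher in *gata2a*+ *runx1*- cells than in *gata2a*- *runx1*+ cells and 9.26-fold higher than in *gata2a*+ *runx1*+ cells. *lyz* (ENSDARG00000057789) had 4 reads in *gata2a*- *runx1*+ cells, 5 reads in *gata2a*+ *runx1*- cells, and 1 read in *gata2a*+ *runx1*+ cells, so that no difference between the libraries was detectable at this depth (adjusted p between 0.193 and 0.819, Fisher's exact test).

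**Figure D2:**
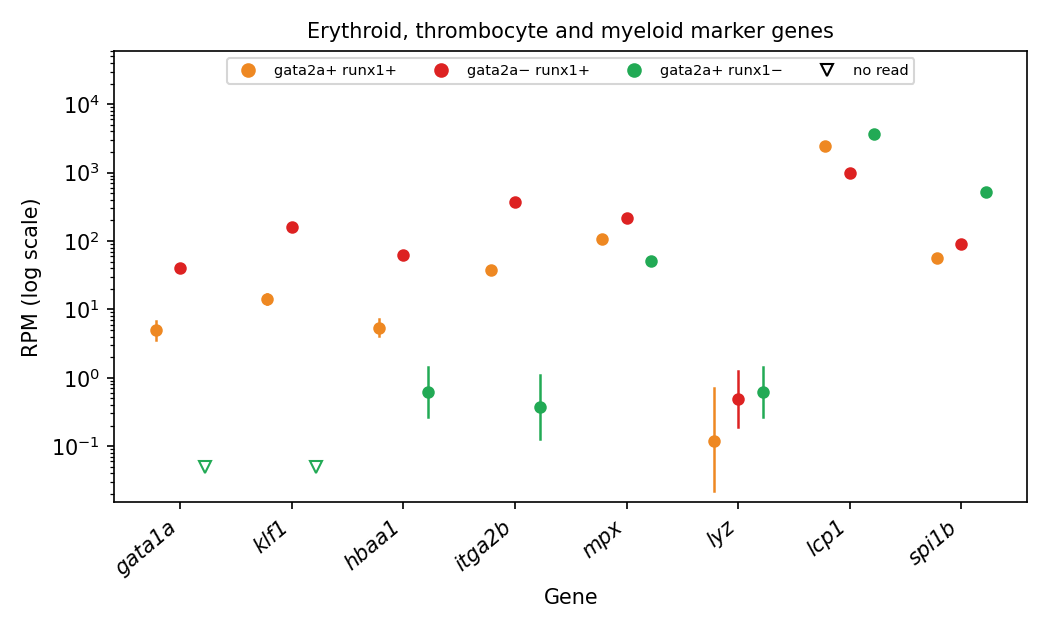
RPM on a log axis of 8 erythroid, thrombocyte, and myeloid marker genes in the 3 populations, 1 library each. Points are RPM, lines are 95% Wilson intervals, and open triangles mark genes without a read. The first 4 genes are highest in *gata2a*- *runx1*+ cells, and *lcp1* and *spi1b* are highest in *gata2a*+ *runx1*- cells.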

Lymphoid marker genes, such as *rag1* (*recombination activating gene 1*), *cd8a*, *cd4-1*, *lck* (*Lymphocyte-specific protein-tyrosine kinase*), and *ighz* (*immunoglobulin heavy constant zeta*), were detected only in the *gata2a*^+^ *runx1*^−^ fraction, whereas a part of lymphoid marker genes, such as *tcra* (*t cell receptor alpha*), *tcrd* (*t cell receptor delta*), *mhc2dab* (*major histocompatibility complex class II DAB gene*), and *mhc2dbb* (*major histocompatibility complex class II DBB gene*), were undetected in *gata2a*^+^ *runx1*^−^ cells or within other fractions (Supplementary Table S1). 

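*rag1* (ENSDARG00000052122) had 32 reads in *gata2a*+ *runx1*- cells, or 3.95 RPM (95% Wilson interval 2.80 to 5.58), and *ighz* (ENSDARG00000096280) had 1118 reads, or 138.1 RPM, with no read of either gene in the other libraries. These were at least 10.7-fold and 374.0-fold higher than in *gata2a*+ *runx1*+ cells. *cd8a* (ENSDARG00000044797) had 7 reads in *gata2a*+ *runx1*- cells and none in the others (adjusted p = 0.0163 against *gata2a*+ *runx1*+ cells and 0.0151 against *gata2a*- *runx1*+ cells, Fisher's exact test). *cd4-1* (ENSDARG00000070668) and *lck* (ENSDARG00000102525) had 2 reads each in *gata2a*+ *runx1*- cells, which is under the floor. *pax5* (ENSDARG00000037383) was at 31.9 RPM and *igl4v8* (ENSDARG00000061083) at 208.3 RPM. *gata3* (ENSDARG00000016526) was read in all 3 libraries, at 369.4 RPM in *gata2a*+ *runx1*- cells, 34.3 RPM in *gata2a*+ *runx1*+ cells, and 18.5 RPM in *gata2a*- *runx1*+ cells. *mhc2dab*, *mhc2dbb*, and the T cell receptor segments *traj15* and *trdj2* had no read in any library.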

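The number of genes whose RPM was over 2-fold higher in one population than in each of the other two, with no minimum RPM and no pseudocount, was 3167 in *gata2a*+ *runx1*+ cells, 2282 in *gata2a*- *runx1*+ cells, and 4387 in *gata2a*+ *runx1*- cells. The paper's text gives the 2-fold limit and names no minimum. Of these genes, 37.8%, 34.9%, and 25.6%, respectively, had 3 reads or fewer in the population in which they were called. To see what the rule gives by counting noise alone, the reads of each gene were pooled over the 3 libraries and divided again by library size in 100 draws. This gave a median of 965 genes in *gata2a*+ *runx1*+ cells, 882.5 genes in *gata2a*- *runx1*+ cells, and 1221 genes in *gata2a*+ *runx1*- cells. Noise of amplification and of cell sampling was not drawn, so separate libraries of the same population could give more. With a minimum of 5 RPM in the enriched population, which moved the numbers most among the settings chosen in advance, there were 605, 603, and 1482 genes. Requiring also an adjusted p under 0.05 in Fisher's exact test against each other library left 1227, 1003, and 2592 genes.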

To further characterize these hematopoietic cell populations, gene ontology enrichment analysis was performed. 

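Membership in gene ontology terms was not analysed here. As one group of genes of intracellular signaling, 105 regulators of small GTPases with a mean of at least 1 RPM were examined, as the difference in log2(RPM + 1) between one population and the mean of the other two. Their median difference was 0.26 in *gata2a*+ *runx1*+ cells, at the 99.2nd percentile of the medians of 10000 random gene lists of the same size and mean expression. It was -0.32 in *gata2a*- *runx1*+ cells, at percentile 1.52, and 0.03 in *gata2a*+ *runx1*- cells, at percentile 69.1. With a minimum mean of 5 RPM, the median was 0.25 in *gata2a*+ *runx1*+ cells, at percentile 97.4, and 0.25 in *gata2a*+ *runx1*- cells, at percentile 98.9. The differences of a gene in the 3 populations sum to 0, so that a list low in one population is raised in the others. Compared between 2 populations alone, which was chosen after these values were seen, the median difference was 0.45 between *gata2a*+ *runx1*+ and *gata2a*- *runx1*+ cells, at percentile 99.99, and 0.10 between *gata2a*+ *runx1*+ and *gata2a*+ *runx1*- cells, at percentile 69.3, inside the middle 95% of random lists. Such percentiles describe these libraries, since genes are not replicates, and 336 of them were computed in all, over the gene lists, populations, pairs of populations, and settings, the lists without single genes and the list not used included.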

We found that genes involved in “intracellular signal transduction” and “cell communication” were significantly enriched in *gata2a*^+^ *runx1*^+^ cells, suggesting that these cells actively communicate with environmental niche cells. In contrast, genes involved in “erythrocyte differentiation” and “myeloid cell differentiation” are enriched in *gata2a*^−^ *runx1*^+^ cells, whereas genes involved in “immune response” and “chemotaxis” are enriched in *gata2a*^+^ *runx1*^−^ cells (Fig. 2b). 

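The gene lists named here were written from general knowledge of blood cell types and are not the gene ontology terms. Of 36 erythroid symbols, 32 were found, and 29 genes had a mean of at least 1 RPM. Their median difference in log2(RPM + 1) to the mean of the other two populations was 2.74 in *gata2a*- *runx1*+ cells, above all 10000 random lists, and 27 of the 29 genes were higher. It was -0.41 in *gata2a*+ *runx1*+ cells and -2.52 in *gata2a*+ *runx1*- cells. The 16 neutrophil genes had a median of -1.35 in *gata2a*- *runx1*+ cells, below all random lists, with 3 genes higher. It was 1.07 in *gata2a*+ *runx1*- cells, at percentile 99.96, with 13 genes higher. The marker *mpx* went against the list, at 214.1 RPM in *gata2a*- *runx1*+ and 50.3 RPM in *gata2a*+ *runx1*- cells. The sorted fraction is one the paper calls non-granulocytic, so these medians describe the listed genes and not a number of neutrophils. The 17 chemokine receptor genes had a median of 1.35 in *gata2a*+ *runx1*- cells, at percentile 99.86, with 16 of the 17 genes higher. The 31 immunoglobulin genes had a median of 3.81 in *gata2a*+ *runx1*- cells, and all 31 were higher.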

Quantitative PCR (qPCR) analysis also showed that HSC-related genes, *gata2b* and *gfi1aa*, were highly expressed in *gata2a*^+^ *runx1*^+^ cells, whereas the expression of *kita* (*KIT proto-oncogene, receptor tyrosine kinase a*), *myb* (*v-myb avian myeloblastosis viral oncogene homolog*), and *mpl* (*MPL proto-oncogene, thrombopoietin receptor*) was detected in both *gata2a*^+^ *runx1*^+^ cells and *gata2a*^−^ *runx1*^+^ cells. In contrast, erythroid and thrombocyte marker genes, *gata1a* and *itga2b*, were strongly expressed in *gata2a*^−^ *runx1*^+^ cells, and lymphoid marker genes, *lck*, *ighm* (*immunoglobulin heavy constant mu*), and *rag1*, were expressed only in *gata2a*^+^ *runx1*^−^ cells. A neutrophil marker, *mpx*, and macrophage marker, *lcp1*, were predominantly expressed in *gata2a*^−^ *runx1*^+^ cells and *gata2a*^+^ *runx1*^−^ cells, respectively (Fig. 3). These expression patterns in qPCR analysis were consistent with those in RNA-seq analysis, confirming the reliability and validity of our transcriptome analysis. 

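In the RNA-seq data, 5 of the 12 genes measured by qPCR had their highest RPM in *gata2a*+ *runx1*+ cells, 3 in *gata2a*- *runx1*+ cells, and 4 in *gata2a*+ *runx1*- cells, among them *lck* with reads under the floor. *myb* (ENSDARG00000053666) was at 78.5 RPM (95% Wilson interval 72.7 to 84.9) in *gata2a*+ *runx1*+ cells and 70.2 RPM (64.7 to 76.2) in *gata2a*- *runx1*+ cells, a difference not detectable at this depth (adjusted p = 0.1, Fisher's exact test), and at 28.8 RPM in *gata2a*+ *runx1*- cells. *ighm* (ENSDARG00000096355) was at 2023 RPM in *gata2a*+ *runx1*- cells, 64.9 RPM (59.6 to 70.7) in *gata2a*+ *runx1*+ cells, and 11.2 RPM (9.14 to 13.8) in *gata2a*- *runx1*+ cells. The reads of *ighm* were 527 in *gata2a*+ *runx1*+ cells and 92 in *gata2a*- *runx1*+ cells, above the floor in both.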

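Across 12339 genes with a mean of at least 1 RPM, the log2(RPM + 1) of *gata2a*+ *runx1*+ cells had a Pearson's r of 0.898 and a Spearman's rho of 0.885 with *gata2a*- *runx1*+ cells, and an r of 0.83 and a rho of 0.81 with *gata2a*+ *runx1*- cells. Between *gata2a*- *runx1*+ and *gata2a*+ *runx1*- cells, r was 0.776 and rho was 0.759. These 3 correlations are across genes, which are not independent replicates, and no p-value was computed. Of the gene lists, 15 thrombocyte genes had a median difference of 1.05 in *gata2a*- *runx1*+ cells and -1.16 in *gata2a*+ *runx1*- cells. The 19 macrophage genes had a median of -1.51 in *gata2a*- *runx1*+ cells and 1.81 in *gata2a*+ *runx1*- cells, with 18 of the 19 higher in *gata2a*+ *runx1*- cells. The 20 B cell genes had a median of 4.19 in *gata2a*+ *runx1*- cells. From the marker genes, the ontology terms, and the qPCR together, the paper proposes that *gata2a*+ *runx1*+ cells have the molecular hallmarks of HSCs, and that the other two populations have erythroid and myeloid or lymphoid and myeloid signatures.

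**Figure D3:**
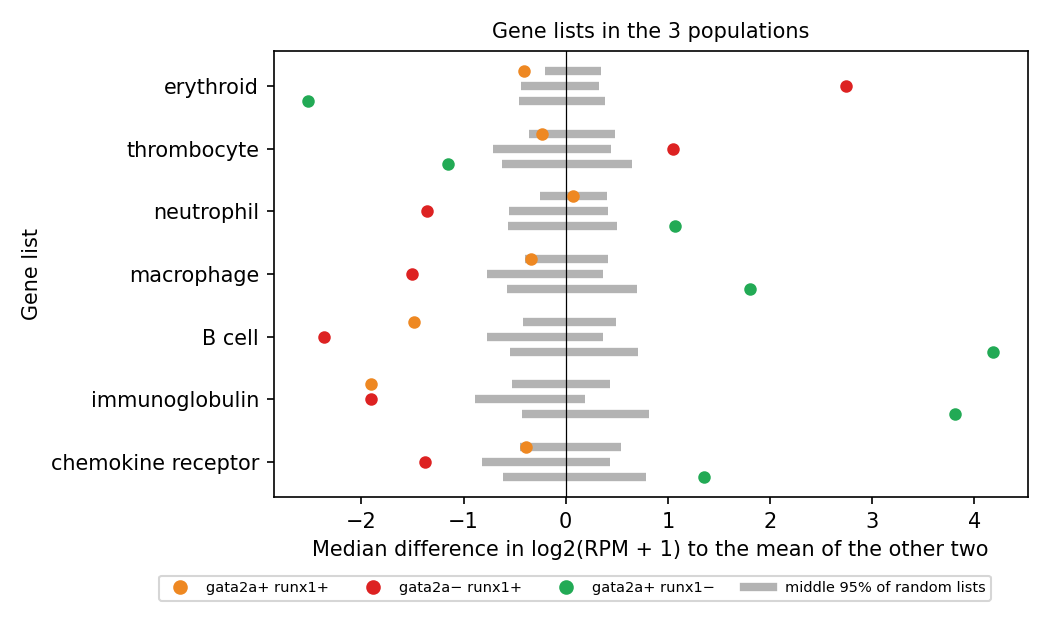
Median difference in log2(RPM + 1) between one population and the mean of the other two for 7 gene lists, 1 library per population. Points are the populations and grey bars the middle 95% of 10000 random lists of the same size and mean expression. The erythroid and thrombocyte points of *gata2a*- *runx1*+ cells and the other lists' points of *gata2a*+ *runx1*- cells lie to the right of the bars.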

Collectively, these data suggest that *gata2a*^+^ *runx1*^+^ cells have typical molecular hallmarks of HSCs, whereas *gata2a*^−^ *runx1*^+^ show expression signatures of erythroid and myeloid cells and *gata2a*^+^ *runx1*^−^ cells show those of lymphoid and myeloid cells.

**Figure 2:**
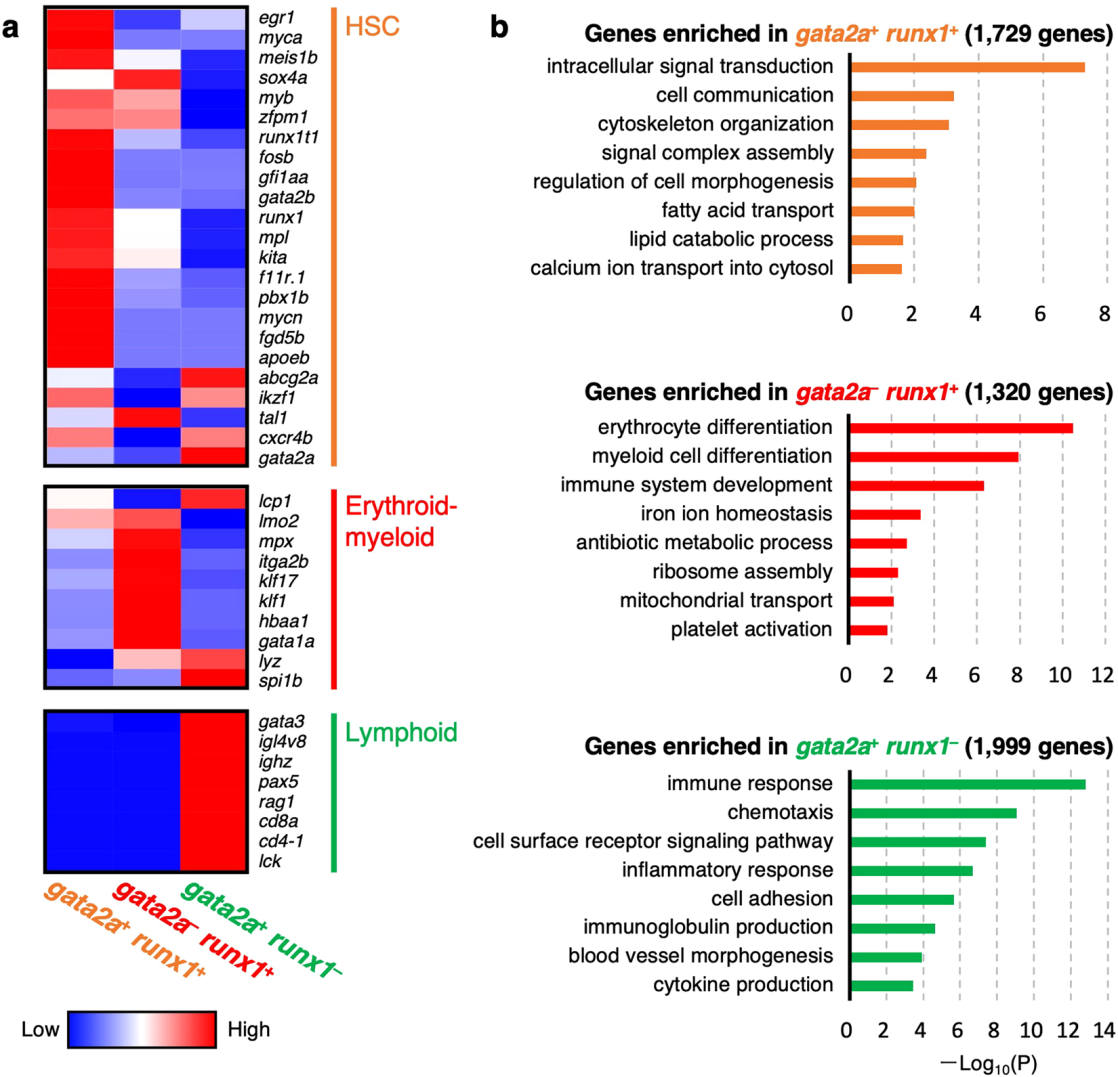
Transcriptome analysis of three distinct hematopoietic populations. (**a**) Hierarchical clustering of selected HSC- (upper), erythroid-myeloid- (middle), and lymphoid-related genes (lower). (**b**) Gene ontology enrichment analysis of highly expressed genes in *gata2a*^+^ *runx1*^+^ (upper), *gata2a*^−^ *runx1*^+^ (middle), or *gata2a*^+^ *runx1*^−^ cells (lower).

**Figure 3:**
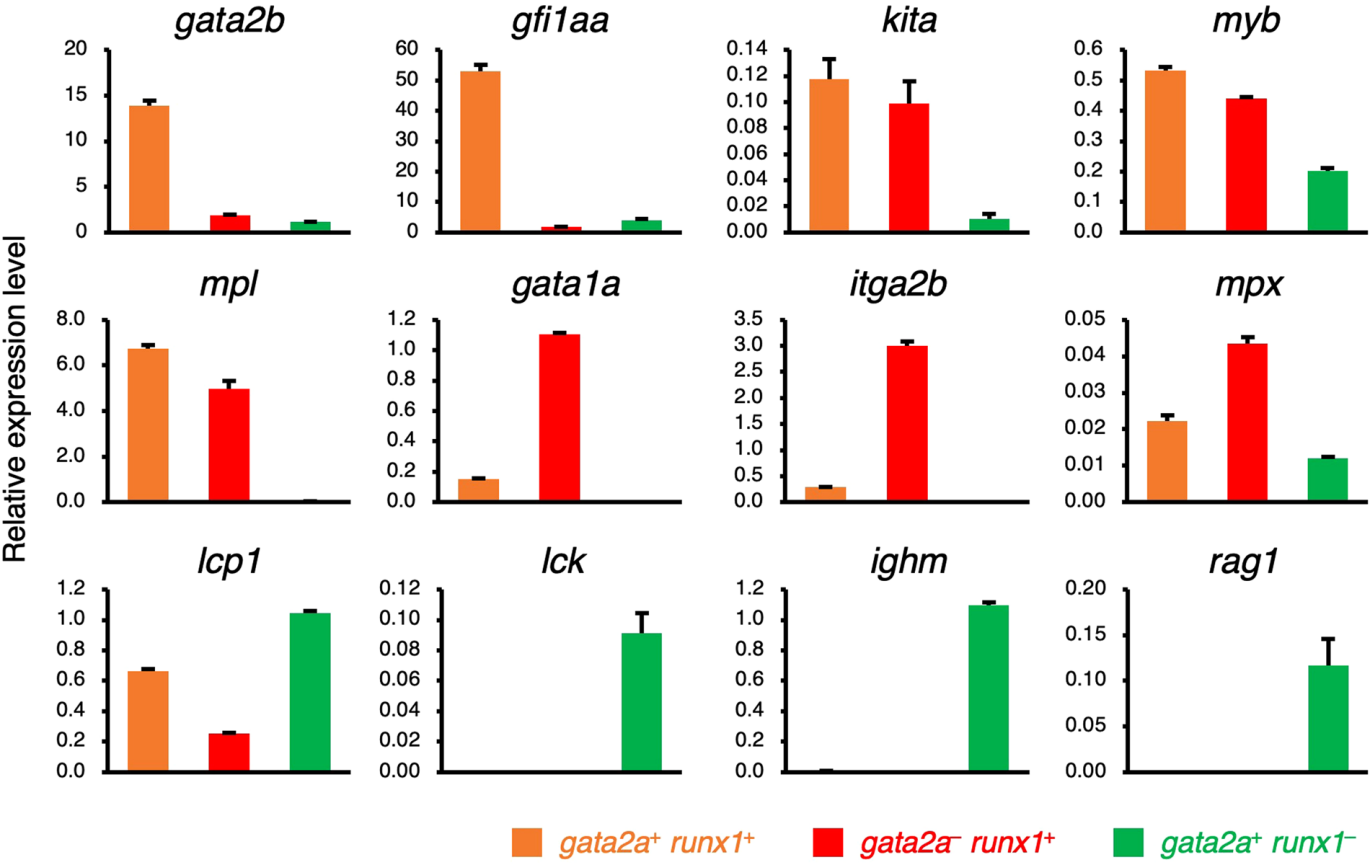
Expression of hematopoietic marker genes in HSPC populations. Relative expression levels of hematopoietic marker genes are shown. Orange, red, and green bars denote *gata2a*^+^ *runx1*^+^, *gata2a*^−^ *runx1*^+^, and *gata2a*^+^ *runx1*^−^ cells, respectively. The expression level in the kidney tissue is shown as 1.0 in each panel. Error bars, s.d.

### *gata2a*^+^*runx1*^+^ cells possess long-term and multilineage hematopoietic reconstitution activity

HSC potential can be evaluated via an *in vivo* competitive repopulation assay, in which contributions of donor- and competitor-derived cells are compared in an irradiated recipient^4^. To determine if HSCs are enriched in the *gata2a*^+^ *runx1*^+^ fraction, we performed an *in vivo* competitive repopulation assay using a triple transgenic zebrafish, *gata2a:GFP*; *runx1:mCherry*; *bactin2:BFP*, which labels whole blood cells with BFP with the exception of mature erythrocytes where *bactin2* promoter is not active^31^. We also utilized a double transgenic animal, *kdrl:Cre*; *bactin2:loxP-STOP-loxP-DsRed* (“*kdrl-sw*”), as a competitor. As has been previously demonstrated^31^, embryonic expression of the Cre recombinase in the shared vascular precursors of HSCs via the *kdrl* regulatory elements results in nearly all adult leukocytes becoming labeled with DsRed. One hundred BFP-labeled *gata2a*^+^ *runx1*^+^, *gata2a*^−^ *runx1*^+^, and *gata2a*^+^ *runx1*^−^ cells were separately sorted and co-transplanted together with 50,000 DsRed-labeled KMCs (competitor) into sublethally irradiated recipients. At 16 weeks post-transplantation (wpt), donor chimerism was determined by the percentage of BFP^+^ cells within the total BFP^+^ (donor-derived) and DsRed^+^ (competitor-derived) cells in each recipient kidney (Fig. 4a). Although competitor-derived DsRed^+^ cells were detected in all surviving recipients, BFP^+^ donor-derived cells were detected only in recipients transplanted with *gata2a*^+^ *runx1*^+^ cells with the exception of one recipient transplanted with *gata2a*^+^ *runx1*^−^ cells. The mean percentage of BFP^+^ cells within total BFP^+^ and DsRed^+^ cells was 51.9 ± 13.5% (n = 9, ±s.e.m) in recipients transplanted with *gata2a*^+^ *runx1*^+^ cells (Fig. 4b,c). BFP^+^ cells derived from *gata2a*^+^ *runx1*^+^ cells were resolved in three distinct blood cell populations, “granulocyte”, “precursor” and “lymphoid”, with the similar ratio to competitor-derived DsRed^+^ cells (Fig. 5a,b). Moreover, lineage marker genes including *mpx* (granulocyte marker), *lcp1* (macrophage marker), *tcra* (T cell marker), and *ighm* (B cell marker) were detected in isolated donor-derived BFP^+^ cells as well as competitor-derived DsRed^+^ cells (Fig. 5c), indicating that *gata2a*^+^ *runx1*^+^ cells possess the ability of long-term and multipotent hematopoietic reconstitution. Based on the contribution of BFP^+^ cells to DsRed^+^ cells, the frequency of HSCs in *gata2a*^+^ *runx1*^+^ cells was estimated to be approximately 540 times higher than that in KMCs, which is close to the frequency of *gata2a*^+^ *runx1*^+^ cells in KMCs (approximately 1/625). Collectively, these data suggest that most long-term repopulating HSCs are present in the *gata2a*^+^ *runx1*^+^ fraction in the zebrafish kidney.

**Figure 4:**
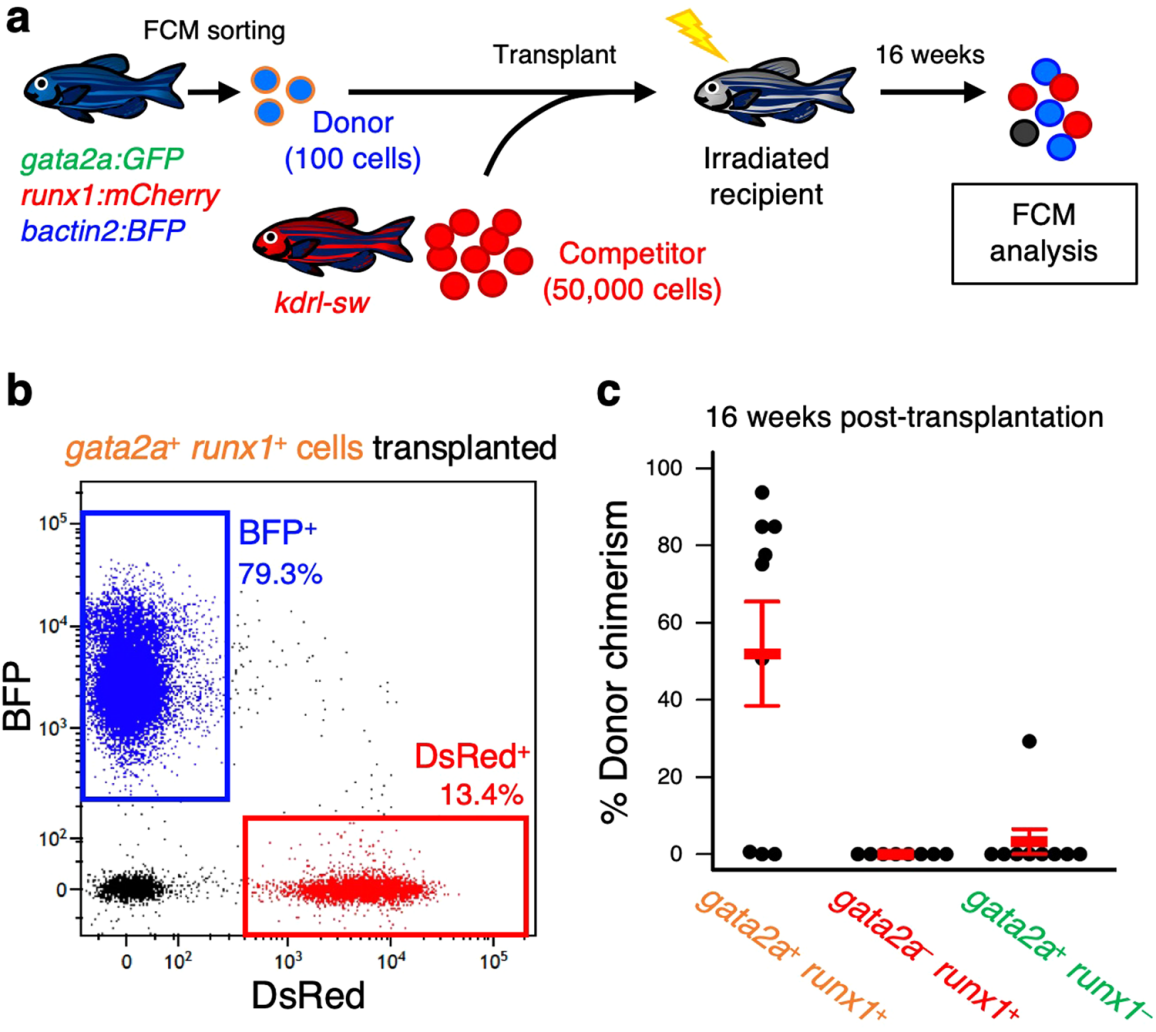
Transplantation assays of HSPC populations. (**a**) Experimental procedure of a competitive repopulation assay. One hundred BFP-labeled donor cells were co-transplanted with 50,000 of DsRed-labeled KMCs (competitors) into a sublethally irradiated recipient animal. At 16 wpt, donor chimerism was determined by the percentage of BFP^+^ cells within the total BFP^+^ and DsRed^+^ cells in each recipient. (**b**) Representative result of FCM analysis in a recipient transplanted with *gata2a*^+^ *runx1*^+^ cells. (**c**) Percentage of donor chimerism in each recipient group (mean ± s.e.m).

**Figure 5:**
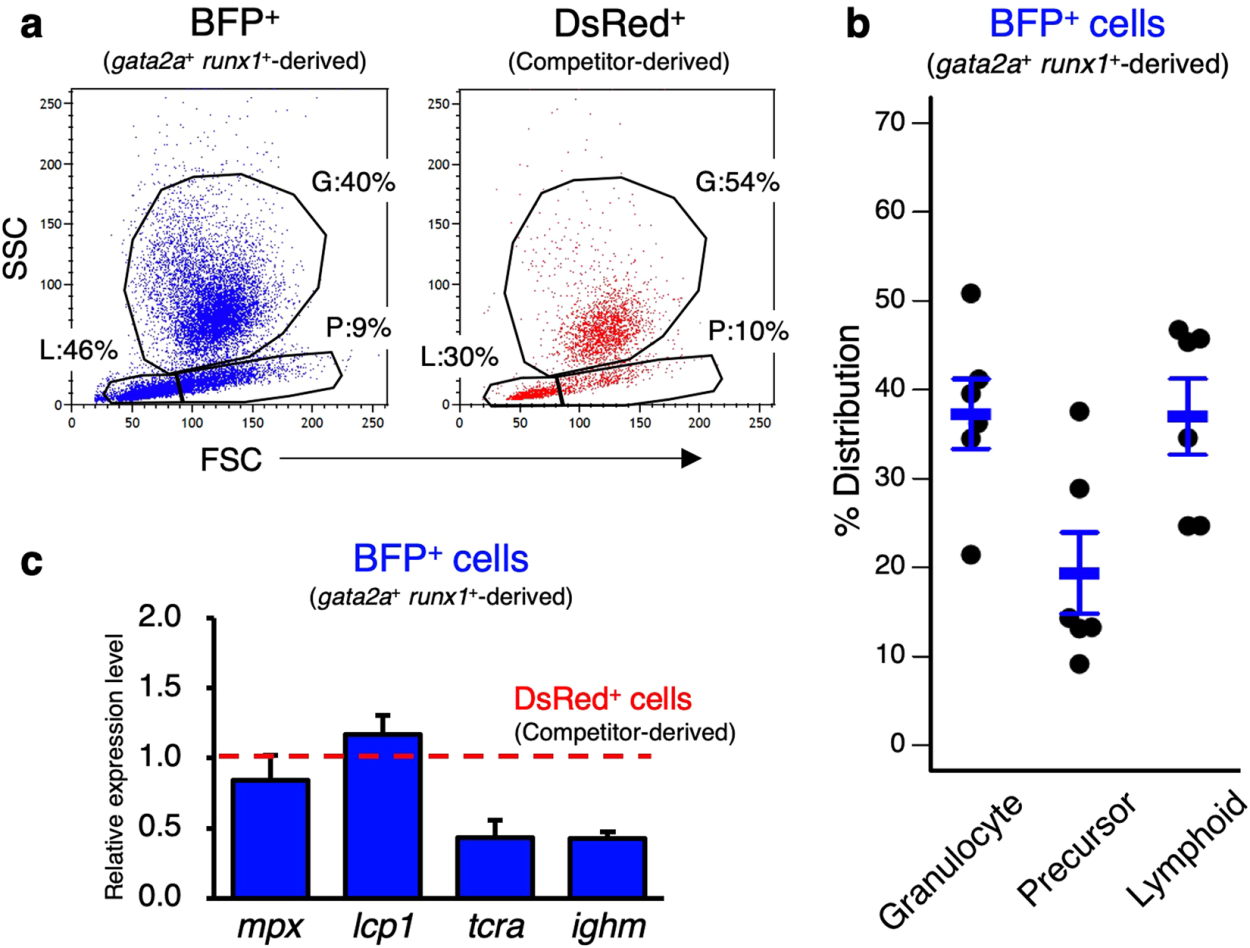
Multilineage differentiation of *gata2a*^+^ *runx1*^+^ cells. (**a**) Representative result of FCM analysis of KMCs in a recipient co-transplanted with BFP-labeled *gata2a*^+^ *runx1*^+^ cells and DsRed-labeled competitors. G, granulocyte; P, precursor; L, lymphoid. (**b**) Percent distribution of *gata2a*^+^ *runx1*^+^-derived BFP^+^ cells in “granulocyte”, “precursor”, and “lymphoid”. Data show the mean ± s.e.m. in the recipients (n = 6). (**c**) Relative expression level of lineage marker genes in isolated *gata2a*^+^ *runx1*^+^-derived BFP^+^ cells in a recipient. Red dotted line indicates the expression level of each gene in competitor-derived DsRed^+^ cells.

### *gata2a*^−^*runx1*^+^ cells abundantly contain hematopoietic progenitor cells

HSCs produce a heterogenous pool of HPCs, including multipotent progenitors (MPPs). The potential of HPCs can be evaluated by an *in vitro* colony-forming assay. To examine the frequency of HPCs in each hematopoietic subset, we performed colony-forming assays, which can determine the percentage of colony-forming unit-erythroid (CFU-E) and -granulocyte (CFU-G). One hundred BFP-labeled *gata2a*^+^ *runx1*^+^, *gata2a*^−^ *runx1*^+^, and *gata2a*^+^ *runx1*^−^ cells were separately sorted and plated in conditioned media containing Erythropoietin a (Epoa) or Granulocyte colony stimulating factor b (Gcsfb). After 7 days of culture, the percentage of CFU-E and CFU-G in each subset was calculated based on the number of colonies formed. We detected both CFU-E and CFU-G from the wells plated with each hematopoietic subset (Fig. 6a). The percentage of CFU-E in *gata2a*^−^ *runx1*^+^ cells was approximately 4 times higher than that in *gata2a*^+^ *runx1*^−^ cells, whereas there were no significant differences in the percentage of CFU-E and CFU-G between *gata2a*^−^ *runx1*^+^ cells and *gata2a*^+^ *runx1*^+^ cells (Fig. 6b). We also calculated the absolute number of CFU-E and CFU-G based on the percentage of CFUs and the frequency of each hematopoietic subset in the kidney. Due to the higher frequency of *gata2a*^–^ *runx1*^+^ cells in the kidney (Fig. 1b), the absolute number of CFU-E and CFU-G in *gata2a*^–^ *runx1*^+^ cells was approximately 13.6 and 14.0 times higher than that in *gata2a*^+^ *runx1*^+^ cells, respectively (Fig. 6c). These results suggest that *gata2a*^–^ *runx1*^+^ cells abundantly contain erythroid and/or myeloid-primed progenitors in the kidney. It should be noted that very large colonies were observed only in the wells plated with *gata2a*^+^ *runx1*^+^ cells (Fig. 6d), suggesting that actively proliferating MPPs may also be present in the *gata2a*^+^ *runx1*^+^ fraction.

**Figure 6:**
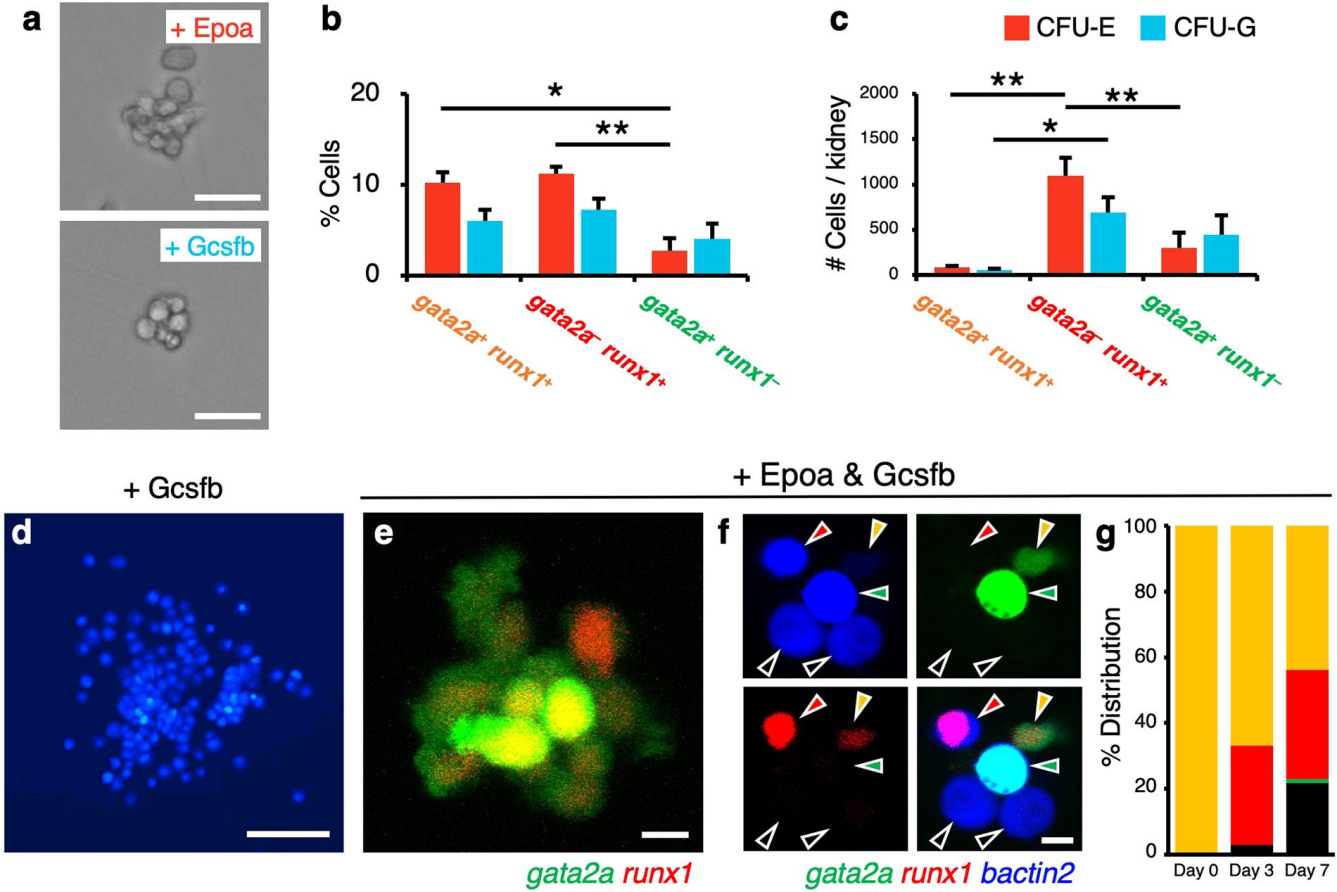
Colony-forming assays of HSPC populations. (**a**) Representative images of a colony formed in the presence of Epoa (CFU-E) or Gcsfb (CFU-G). (**b**,**c**) Percentage (**b**) and absolute number (**c**) of CFU-E (red bars) and CFU-G (blue bars) in *gata2a*^+^ *runx1*^+^, *gata2a*^−^ *runx1*^+^, or *gata2a*^+^ *runx1*^−^ cells in the kidney. Data are shown as mean ± s.e.m. *p < 0.01; **p < 0.001 by one-way ANOVA with Dunnett’s test. (**d**) Representative image of a large colony observed in the well plated with *gata2a*^+^ *runx1*^+^ cells in the presence of Gcsfb. The image shows cells expressing BFP. (**e**,**f**) Representative images of a colony formed by *gata2a*^+^ *runx1*^+^ cells in the presence of both Epoa and Gcsfb. Orange, red, green, and black arrowheads in (**f)** indicate *gata2a*^+^ *runx1*^+^, *gata2a*^−^ *runx1*^+^, *gata2a*^+^ *runx1*^−^, and *gata2a*^−^ *runx1*^−^ cells, respectively. (**g**) Percent distribution of individual GFP^+^ mCherry^+^ (orange bar), GFP^−^ mCherry^+^ (red bar), GFP^+^ mCherry^−^ (green bar), and GFP^−^ mCherry^−^ (black bar) cells at day 0, 3, and 7 of culture. Bars, 20 μm (**a**), 100 μm (**d**), 5 μm (**e**,**f**).

To clarify if *gata2a:GFP* or *runx1:mCherry* expression downregulates during erythroid/myeloid differentiation, *gata2a*^+^ *runx1*^+^ cells were cultured in the presence of both Epoa and Gcsfb and were monitored for GFP and mCherry expression. Although some cells still retained to express both GFP and mCherry (Fig. 6e), there were many mCherry single-positive and double-negative (GFP^−^ mCherry^−^) cells, but only a few GFP single-positive cells within the colonies at 7 days of culture (Fig. 6f). The percentage of mCherry single-positive cells and double-negative cells increased during the culture (Fig. 6g). These results suggest that erythroid/myeloid differentiation leads to downregulation of *gata2a:GFP* and/or *runx1:mCherry*.

Taken together, our transcriptome and functional data suggest that long-term repopulating HSCs are enriched in the *gata2a*^+^ *runx1*^+^ fraction in the kidney. In addition, it is likely that common myeloid progenitors (CMPs) to erythroid-, thrombocyte-, and myeloid-primed progenitors appear to be present mainly within the *gata2a*^−^ *runx1*^+^ fraction. Moreover, common lymphoid progenitors (CLPs) to T- and B-cell precursors and some myeloid progenitors may be present in the *gata2a*^+^ *runx1*^−^ fraction (Fig. 7).

**Figure 7:**
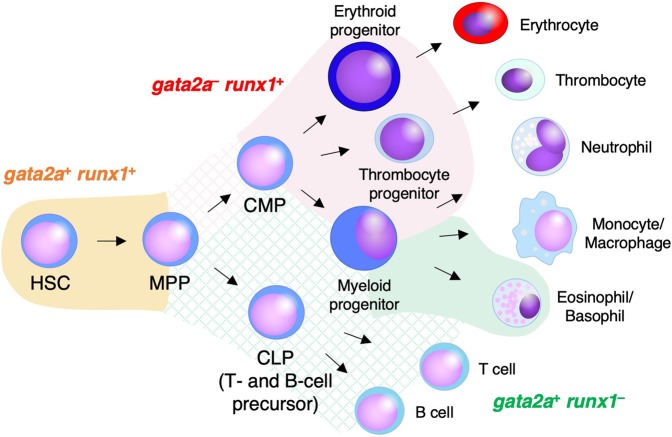
Hematopoietic differentiation in the zebrafish kidney. Schematic diagram of hematopoietic differentiation in the zebrafish kidney is shown. The orange, red, and green area denote the phenotypic transgene expression of *gata2a:GFP* and *runx1:mCherry*. Cross-hatched area shows the putative expression of *gata2a:GFP* and *runx1:mCherry* in hematopoietic progenitors. Long-term repopulating HSCs show *gata2a*^+^ *runx1*^+^. In contrast, *gata2a*^−^ *runx1*^+^ cells are mostly erythroid- and thrombocyte-primed progenitors, but also some myeloid-primed progenitors. Additionally, some myeloid-primed progenitors are *gata2a*^+^ *runx1*^−^. Lymphoid-primed progenitors/precursors may express *gata2a:GFP*, but not *runx1:mCherry*.

## Discussion

In the present study, we have established a method to isolate HSPCs from the zebrafish kidney utilizing *gata2a:GFP*; *runx1:mCherry* double transgenic animals. This new method will allow us to further investigate the molecular and cellular mechanisms underlying the regulation of HSPCs in the zebrafish kidney.

In mice and humans, hematopoietic cells and mature blood cells can be isolated by a combination of multiple antibodies against cell-surface markers. Due to the lack of antibodies in zebrafish, fluorescent transgenic lines that label specific blood cell types have instead been developed. It is currently possible to isolate various types of blood cells using these transgenic lines, such as erythrocytes (*gata1:DsRed*)^17^, thrombocytes (*cd41:GFP*)^32^, neutrophils (*mpx:GFP*)^33^, eosinophils/basophils (*gata2a:GFP*)^28^, monocytes/macrophages (*mpeg1:GFP*)^34^, T cells (*lck:GFP*)^35^, and B cells (*rag2:GFP*)^36^. To date, however, transgenic lines that label HSPCs are very limited in zebrafish. The mouse *Runx1* + 23 enhancer has been shown to be driven in the HSC population throughout embryonic development, as well as in the adult bone marrow^37^. This stem cell enhancer is also active in zebrafish HSCs and erythroid progenitors^25,38^, whereas its expression does not completely recapitulate endogenous *runx1* expression^25,37^. Because *runx1:mCherry* expression is restricted in hematopoietic cells, this line can be used for imaging of HSPCs not only in embryos but also in juvenile animals^25,39,40^. As a parallel view, *myb:GFP* and *cd41:GFP* are also widely utilized to visualize developing HSPCs in zebrafish embryos^27,31^, while these lines are usually combined with an endothelial mCherry line to capture nascent HSCs derived from hemogenic endothelium. While *myb:GFP* is not shown, *cd41:GFP* can also label HSCs in the adult kidney^24^. *Cd41* is, however, expressed broadly in erythroid, myeloid, and megakaryocyte/thrombocyte lineages in both mammals and zebrafish^32,41,42^. Indeed, our transcriptome data also showed that *cd41* (*itga2b*) is highly expressed in *gata2a*^−^ *runx1*^+^ erythroid and/or myeloid-primed progenitors. 

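The RPM of *itga2b* in *gata2a*+ *runx1*+ cells was 37.8 (95% Wilson interval 33.8 to 42.3), which is 10.3% of its value in *gata2a*- *runx1*+ cells and at least 102.0-fold higher than in *gata2a*+ *runx1*- cells, where 3 reads were counted (0.126 to 1.09 RPM). The erythroid genes *gata1a*, *hbaa1*, and *klf1* were in *gata2a*+ *runx1*+ cells at 12.3%, 8.82%, and 8.86% of their values in *gata2a*- *runx1*+ cells. *klf17* (ENSDARG00000038792) was at 19.9%.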

Because of these similar expression patterns, we did not utilize a combination of *cd41:GFP* and *runx1:mCherry* to isolate HSCs. In contrast, we found that *gata2a:GFP* expression in the hematopoietic cell fraction was restricted mainly in the lymphoid lineage, a part of the myeloid lineage, and HSCs in the kidney. Thus, this minimum lineage overlapping between *gata2a:GFP* and *runx1:mCherry* enables HSCs to be isolated to the highest degree of purity to date.

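Of 62 immunoglobulin genes, 49 had a read in *gata2a*+ *runx1*- cells, with 25562 reads in all. Of the same genes, 11 had a read in *gata2a*+ *runx1*+ cells, with 574 reads in all, and 6 in *gata2a*- *runx1*+ cells, with 98 reads in all. Of the reads in *gata2a*+ *runx1*+ cells, 47 were of genes other than *ighm*. Of 9 T cell receptor genes, 2 had reads. *trbc1* had 11 reads in *gata2a*+ *runx1*- cells, 4 reads in *gata2a*+ *runx1*+ cells, and none in *gata2a*- *runx1*+ cells. *traj1* had none in *gata2a*+ *runx1*- cells, 2 reads in *gata2a*+ *runx1*+ cells, and 4 reads in *gata2a*- *runx1*+ cells. Both were chosen after their values were seen.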

Our competitive repopulation assays suggest that the frequency of HSCs is approximately 540 times higher in *gata2a*^+^ *runx1*^+^ cells than in KMCs. The frequency of HSCs in the zebrafish kidney has been estimated by two groups via limiting dilution transplantation assays; they showed that HSCs are present at approximately 1 in 65,500 cells^43^ or 1 in 38,140 cells^44^ within WKMCs (including erythrocytes). Since WKMCs contain approximately 55% of erythrocytes, these observations suggest that the frequency of HSCs in the *gata2a*^+^ *runx1*^+^ fraction is estimated at 1 in 32 to 55 cells. On the other hand, Tamplin *et al*. also estimated by limiting dilution transplantation assays that the frequency of HSCs in the *runx1:mCherry*^+^ fraction of the kidney is at approximately 1 in 35 cells^25^. Our data showed that the percentage of *gata2a*^+^ *runx1*^+^ cells within the *runx1:mCherry*^+^ fraction was approximately 4.6%, and that *gata2a*^−^ *runx1*^+^ cells never showed long-term hematopoietic reconstitution. Based on these observations, the frequency of HSCs in the *gata2a*^+^ *runx1*^+^ fraction could also be estimated at approximately 1 in 1.6 cells. Due to the lack of inbred strains, however, contributions of donor-derived cells following transplantation largely vary in zebrafish, reflecting the difficulty in precise estimation of the HSC frequency by limiting dilution transplantation assay. As one point of view, the percentage of *gata2a*^+^ *runx1*^+^ cells in the zebrafish kidney (0.16% in KMCs) is close to that of c-kit^+^ Sca-1^+^ Lineage-marker^−^ (KSL) cells in the murine bone marrow, which are observed at 0.1–0.2% in total nucleated cells^5,45^. These observations suggest that *gata2a*^+^ *runx1*^+^ cells in the zebrafish kidney may be equivalent to KSL cells in the murine bone marrow.

It has been shown in zebrafish that long-term repopulating HSCs are present in the FSC^low^ SSC^low^ “lymphoid” fraction in the adult kidney^17^. Based on our analysis, however, most *gata2a*^+^ *runx1*^+^ cells were detected in the FSC^mid^ fraction rather than FSC^low^ fraction, whereas both *gata2a*^−^ *runx1*^+^ cells and *gata2a*^+^ *runx1*^−^ cells abundantly contain FSC^low^ cells. Ma *et al*. previously reported the putative HSC fraction, *cd41:GFP*^low^ SP cells, which are detected at approximately 0.02% in WKMCs^24^. Interestingly, these *cd41:GFP*^low^ SP cells also show slightly higher intensity of FSC than *cd41:GFP*^−^ SP cells. In addition, murine HSCs in the bone marrow are larger in cell diameter compared with mature lymphocytes^46^. These observations suggest that HSCs in zebrafish are slightly larger in size compared with FSC^low^ “lymphoid” cells in the kidney.

High-throughput genome-wide transcriptome analysis is now commonly used in all fields of life science research and is promising to characterize cell types along differentiation processes. Tang *et al*. reported single-cell transcriptomic profiling of wide variety of blood cell types isolated from the zebrafish kidney. This analysis revealed that transcriptional programs in predicted blood cell types, including HSPCs, erythroid cells, neutrophils, thrombocytes, T cells, B cells, and NK cells, are highly consistent with those in each blood cell subset reported in mouse and human, suggesting that hematopoietic differentiation programs are highly conserved amongst vertebrates^38^. 

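All of *gata2b*, *runx1t1*, *kita*, *mpl*, *gfi1aa*, *meis1b*, *egr1*, *fgd5b*, *pbx1b*, *fosb*, *myca*, and *apoeb* had their highest RPM in *gata2a*+ *runx1*+ cells. *kita* (ENSDARG00000043317) was at 8.12 RPM (95% Wilson interval 6.39 to 10.3) in *gata2a*+ *runx1*+ cells, 1.71-fold higher than in *gata2a*- *runx1*+ cells (adjusted p = 0.0197, Fisher's exact test) and at least 21.9-fold higher than in *gata2a*+ *runx1*- cells. *mpl* (ENSDARG00000039222) was at 5.91 RPM (4.46 to 7.83), 2.02-fold higher than in *gata2a*- *runx1*+ cells (adjusted p = 0.0114, Fisher's exact test) and at least 15.9-fold higher than in *gata2a*+ *runx1*- cells. *fosb* (ENSDARG00000055751), an immediate early gene, was at 37.3 RPM (33.3 to 41.7), 3.52-fold higher than in *gata2a*- *runx1*+ cells and 3.55-fold higher than in *gata2a*+ *runx1*- cells. Of the 23 HSC genes of Fig. 2a, 19 had their highest RPM in *gata2a*+ *runx1*+ cells, and 11 were over 2-fold higher there than in each other population, with 3 reads or fewer taken as 3 reads.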

Our data also showed that *gata2a*^+^ *runx1*^+^ cells highly expressed HSC-related genes, such as *gata2b*, *runx1t1*, *kita*, *mpl*, *gfi1aa*, *meis1b*, *egr1*, *fgd5b*, *pbx1b*, *fosb*, *myca*, and *apoeb*, of which orthologues are shown to be predominantly expressed in mammalian HSCs^47–50^. These data strongly suggest that regulatory mechanisms underlying self-renewal and differentiation of HSCs are also highly conserved amongst vertebrates. Furthermore, the recent advent of direct gene knockout methods in zebrafish based on the CRISPR/Cas9 system enables to rapidly screen the function of candidate genes in the embryonic to adult stage^14–16^. In combination with a *gata2a:GFP* and *runx1:mCherry* line, it is now possible to perform rapid genome-wide interrogation of gene function in HSCs using the zebrafish model. Thus, our purification strategy of HSCs in the zebrafish kidney will open new avenues to elucidate molecular cues that needed to regulate HSCs.

## Methods

### Zebrafish husbandry

Zebrafish strains, AB*, *Tg(gata2a:GFP)*^*la3*^ (ref.^28^), *Tg(Mmu.Runx1:NLS-mCherry)*^*cz2010*^ (here denoted as *runx1:mCherry*) (ref.^25^), *Tg(bactin2:loxP-BFP-loxP-DsRed)*^*sd27*^ (here denoted as *bactin2:BFP*) (ref.^51^), *Tg(kdrl:Cre)*^*s898*^ (ref.^31^), and *Tg(bactin2:loxP-STOP-loxP-DsRed)*^*sd5*^ (ref.^31^), were raised in a circulating aquarium system (AQUA) at 28.5 °C in a 14/10 h light/dark cycle and maintained according to standard protocols^52^. All experiments were performed in accordance with a protocol approved by the Committee on Animal Experimentation of Kanazawa University.

### Cell preparation and flow cytometry

Kidney marrow cells (KMCs) were prepared as previously described^51^ with some modifications. Cells were obtained by pipetting of a dissected kidney in 1 mL of ice-cold 2% fetal bovine serum (FBS) in phosphate buffered saline (PBS) (2% FBS/PBS). After centrifugation, the pellet was gently mixed with 1 mL of distilled water by pipetting to lyse erythrocytes by osmotic shock. Subsequently, 1 mL of 2X PBS was added. Cells were then filtered through a 40-stainless mesh and washed with 2% FBS/PBS by centrifugation. Just before flow cytometric analysis, the Sytox Red (Thermo Fisher Scientific) was added at a concentration of 5 nM to exclude dead cells. Flow cytometric acquisition and cell sorting were performed on a FACS Aria III (BD Biosciences). Data analysis was performed using the Kaluza software (ver. 1.3, Beckman Coulter). The absolute number of cells was calculated by flow cytometry based on the acquisition events, maximum acquisition times, and the percentage of each cell fraction.

### RNA-seq and qPCR

For sorted cells, whole-transcript amplification and double-strand cDNA synthesis was performed according to the method of Quartz-Seq^53^. Cells were directly sorted in a lysis buffer containing 1 μg/mL of polyinosinic-polycytidylic acid, and total RNA was extracted using RNeasy Mini Kit (Qiagen). Reverse transcription (RT) was performed using Super Script III (Thermo Fisher Scientific) and an RT primer, which contains oligo-dT, T7 promoter, and PCR target region sequences. After digestion of remaining RT primers by exonuclease I (Takara), a poly-A tail was added to the 3′ ends of the first-strand cDNAs using terminal transferase (Sigma). The second-strand DNA was then synthesized using MightyAmp DNA polymerase (Thermo Fisher Scientific) and a tagging primer, which contains oligo-dT and PCR target region sequences. PCR amplification was performed using a suppression primer, which allow to amplify small-size DNA that contains complementary sequences at both ends of the template DNA. The amplified double-strand cDNA was purified using QIAquick PCR Purification Kit (Qiagen). Library preparation was performed using Nextera XT DNA Library Preparation Kit (illumina). Next generation sequencing of cDNA libraries was performed by GENEWIZ using the Illumina NextSeq. 500 (illumina), and base-calling was performed using the Illumina RTA software (ver. 2.4.11). Sequence reads were mapped to the zebrafish reference genome (GRCz11) using HiSAT2 (version 2.1.0). Reads per million (RPM) were calculated using the Subread (ver. 1.6.4). Hierarchical clustering of each subset was performed in R (ver. 3.5.0) with the Bioconductor Heatplus package. Genes that were over two-fold enriched in *gata2a*^+^ *runx1*^+^ cells, *gata2a*^−^ *runx1*^+^ cells, or *gata2a*^+^ *runx1*^−^ cells were selected and used for gene ontology enrichment analysis using the Gene Ontology Resource website (http://geneontology.org). The data have been deposited in Gene Expression Omnibus (GEO) (National Center for Biotechnology Information) and are accessible through the GEO database (series accession number, GSE132927). For the kidney tissue, total RNA was extracted using RNeasy Mini Kit, and cDNA was synthesized using ReverTra Ace qPCR RT Master Mix (Toyobo). Quantitative real-time PCR (qPCR) assays were performed using TB Green Premix Ex Taq II (TaKaRa) on a ViiA 7 Real-Time PCR System according to manufacturer’s instructions (Thermo Fisher Scientific). Primers used for qPCR were listed in Supplementary Table S2. The expression of *ef1a* was used for normalization.

### X-ray irradiation and transplantation

In zebrafish, sublethal dose of γ-irradiation (23–25 Gy) has been shown to be sufficient to ablate hematopoietic cells in the adult kidney^18,43^. Three to six zebrafish were placed in a 90 mm petri dish in system water, and animals were sublethally irradiated with X-ray on a Faxitron RX-650 (Faxitron, 130 kVp, 1.15 Gy/min) for 20 min (approximately 23 Gy). At 2 days post-irradiation, animals were transplanted with cells using a retro-orbital injection method^43^.

### Colony assay

Recombinant zebrafish Epoa and Gcsfb (also known as colony stimulating factor 3b (Csf3b)) proteins were generated as previously described^54^. The coding region of *epoa* and *gcsfb* was amplified by PCR using kidney cDNA and primers listed in Supplementary Table S2, and ligated into the *pET-16b* vector. Recombinant Epoa and Gcsfb were purified from *Escherichia coli* using QIAexpressionist kit (Qiagen) according to the manufacturer’s procedure. For colony assays, cells were sorted into a round-bottom 96-well plate or a glass-bottom of 35 mm dish filled with the 1X ERDF condition medium containing 20% FBS, 2.5% carp serum, and 600 ng/mL of Epoa and/or Gcsfb. Cells were cultured at 30 °C, 5% CO_2_ for 7 days. Colonies were enumerated using an EVOS fl microscope (Thermo Fisher Scientific).

### Statistical analysis

Statistical differences between groups were determined by one-way ANOVA with Dunnett’s test or Fisher’s Exact test. A value of *p* < 0.05 was considered to be statistically significant.

## Supplementary information

Supplementary information

# Supplementary material for: Enrichment of hematopoietic stem/progenitor cells in the zebrafish kidney
**Source:** Sci Rep. 2019 Oct 2;9:14205. doi: 10.1038/s41598-019-50672-5
**Supplement:** Supplementary file 1 — Supplementary information

## **Supplementary information file**

### Enrichment of hematopoietic stem/progenitor cells in the zebrafish kidney

Isao Kobayashi<sup>1</sup>, Mao Kondo<sup>2</sup>, Shiori Yamamori<sup>2</sup>, Jingjing Kobayashi-Sun<sup>2</sup>, Makoto Taniguchi<sup>3</sup>, Kaori Kanemaru<sup>4</sup>, Fumihiko Katakura<sup>5</sup>, and David Traver<sup>6</sup>

Supplementary Table S1. Expression levels of selected genes

| Ensembl gene ID           | gata2a+<br>runx1+ | gata2a-<br>runx1+ | gata2a+<br>runx1- | Gene<br>symbol | Description                                             |
|---------------------------|-------------------|-------------------|-------------------|----------------|---------------------------------------------------------|
| HSPC markers              |                   |                   |                   |                |                                                         |
| ENSDARG00000100075        | 6.03              | 0.73              | 13.10             | <i>abcg2a</i>  | ATP-binding cassette, sub-family G (WHITE), member 2a   |
| ENSDARG00000040295        | 1.11              | 0.00              | 0.00              | <i>apoeb</i>   | apolipoprotein Eb                                       |
| ENSDARG00000041959        | 1251.29           | 412.03            | 1248.60           | <i>cxcr4b</i>  | chemokine (C-X-C motif), receptor 4b                    |
| ENSDARG00000037421        | 474.79            | 94.81             | 212.24            | <i>egr1</i>    | early growth response 1                                 |
| ENSDARG00000017320        | 1.85              | 0.49              | 0.25              | <i>f11r.1</i>  | F11 receptor, tandem duplicate 1                        |
| ENSDARG00000089622        | 0.49              | 0.00              | 0.00              | <i>fgd5b</i>   | FYVE, RhoGEF and PH domain containing 5b                |
| ENSDARG00000055751        | 37.30             | 10.60             | 10.50             | <i>fosb</i>    | FBJ murine osteosarcoma viral oncogene homolog B        |
| ENSDARG00000059327        | 344.43            | 11.82             | 1354.10           | <i>gata2a</i>  | GATA binding protein 2a                                 |
| ENSDARG00000009094        | 143.29            | 17.18             | 10.99             | <i>gata2b</i>  | GATA binding protein 2b                                 |
| ENSDARG00000020746        | 52.19             | 1.83              | 1.98              | <i>gfi1aa</i>  | growth factor independent 1A transcription repressor a  |
| ENSDARG00000013539        | 506.05            | 224.60            | 482.17            | <i>ikzf1</i>   | IKAROS family zinc finger 1 (Ikaros)                    |
| ENSDARG00000043317        | 8.12              | 4.75              | 0.25              | <i>kita</i>    | KIT proto-oncogene, receptor tyrosine kinase a          |
| ENSDARG00000012078        | 461.37            | 209.61            | 8.28              | <i>meis1b</i>  | Meis homeobox 1 b                                       |
| ENSDARG00000039222        | 5.91              | 2.92              | 0.25              | <i>mpl</i>     | MPL proto-oncogene, thrombopoietin receptor             |
| ENSDARG00000053666        | 78.54             | 70.19             | 28.78             | <i>myb</i>     | v-myb avian myeloblastosis viral oncogene homolog       |
| ENSDARG00000045695        | 380.86            | 161.59            | 161.96            | <i>myca</i>    | MYC proto-oncogene, bHLH transcription factor a         |
| ENSDARG00000101131        | 2.09              | 0.24              | 0.00              | <i>pbx1b</i>   | pre-B-cell leukemia homeobox 1b                         |
| ENSDARG00000087646        | 4.80              | 3.53              | 2.35              | <i>runx1</i>   | runt-related transcription factor 1                     |
| ENSDARG00000003680        | 84.32             | 26.20             | 5.81              | <i>runx1t1</i> | runt-related transcription factor 1; translocated to, 1 |
| ENSDARG00000004588        | 240.78            | 407.88            | 55.47             | <i>sox4a</i>   | SRY (sex determining region Y)-box 4a                   |
| ENSDARG00000019930        | 457.06            | 1187.33           | 61.89             | <i>tal1</i>    | T-cell acute lymphocytic leukemia 1                     |
| ENSDARG00000041572        | 77.06             | 73.85             | 11.12             | <i>zfpm1</i>   | zinc finger protein, FOG family member 1                |
| Erythroid-myeloid markers |                   |                   |                   |                |                                                         |
| ENSDARG00000013477        | 4.92              | 39.97             | 0.00              | <i>gata1a</i>  | GATA binding protein 1a                                 |
| ENSDARG00000097011        | 5.42              | 61.42             | 0.62              | <i>hbaa1</i>   | hemoglobin, alpha adult 1                               |
| ENSDARG00000018687        | 37.79             | 367.54            | 0.37              | <i>itga2b</i>  | integrin, alpha 2b                                      |
| ENSDARG00000017400        | 14.16             | 159.76            | 0.00              | <i>klf1</i>    | Kruppel-like factor 1 (erythroid)                       |
| ENSDARG00000038792        | 29.17             | 146.73            | 0.25              | <i>klf17</i>   | Kruppel-like factor 17                                  |
| ENSDARG00000023188        | 2462.57           | 999.29            | 3648.33           | <i>lcp1</i>    | lymphocyte cytosolic protein 1 (L-plastin)              |
| ENSDARG00000095019        | 170.74            | 201.20            | 56.58             | <i>lmo2</i>    | LIM domain only 2 (rhombotin-like 1)                    |

|                    |        |        |        |                |                                                    |
|--------------------|--------|--------|--------|----------------|----------------------------------------------------|
| ENSDARG00000057789 | 0.12   | 0.49   | 0.62   | <i>lyz</i>     | lysozyme                                           |
| ENSDARG00000019521 | 105.86 | 214.12 | 50.28  | <i>mpx</i>     | myeloid-specific peroxidase                        |
| ENSDARG00000000767 | 55.76  | 91.40  | 516.14 | <i>spl1b</i>   | Spi-1 proto-oncogene b                             |
| Lymphoid markers   |        |        |        |                |                                                    |
| ENSDARG00000070668 | 0.00   | 0.00   | 0.25   | <i>cd4-1</i>   | CD4-1 molecule                                     |
| ENSDARG00000044797 | 0.00   | 0.00   | 0.86   | <i>cd8a</i>    | CD8a molecule                                      |
| ENSDARG00000016526 | 34.34  | 18.52  | 369.38 | <i>gata3</i>   | GATA binding protein 3                             |
| ENSDARG00000096280 | 0.00   | 0.00   | 138.12 | <i>ighz</i>    | immunoglobulin heavy constant zeta                 |
| ENSDARG00000061083 | 0.25   | 0.00   | 208.29 | <i>igl4v8</i>  | immunoglobulin light 4 variable 8                  |
| ENSDARG00000102525 | 0.00   | 0.00   | 0.25   | <i>lck</i>     | LCK proto-oncogene, Src family tyrosine kinase     |
| ENSDARG00000079105 | 0.00   | 0.00   | 0.00   | <i>mhc2dab</i> | major histocompatibility complex class II DAB gene |
| ENSDARG00000056330 | 0.00   | 0.00   | 0.00   | <i>mhc2dbb</i> | major histocompatibility complex class II DBB gene |
| ENSDARG00000037383 | 0.00   | 0.00   | 31.87  | <i>pax5</i>    | paired box 5                                       |
| ENSDARG00000052122 | 0.00   | 0.00   | 3.95   | <i>rag1</i>    | recombination activating gene 1                    |
| ENSDARG00000111519 | 0.00   | 0.00   | 0.00   | <i>traj15</i>  | T-cell receptor alpha joining 15                   |
| ENSDARG00000099028 | 0.00   | 0.00   | 0.00   | <i>trdj2</i>   | T-cell receptor delta joining 2                    |

Supplementary Table S2. Primer sequences

| Gene          | Forward primer                   | Reverse primer                   | Description         |
|---------------|----------------------------------|----------------------------------|---------------------|
| <i>gata2b</i> | GACTGGGACCACCACACTCT             | AAGGAGGATGGTTTGTCTGTG            | qPCR                |
| <i>gfi1aa</i> | TTCTGGAGACCCCTGTCATC             | TGCAGGACTGAATGAGATGC             | qPCR                |
| <i>kita</i>   | ACCCTGTCAAGAGACCCTCA             | AGCCGATGGACATGAGAACT             | qPCR                |
| <i>myb</i>    | TGATGCTTCCCAACACAGAG             | TTCAGAGGGAATCGTCTGCT             | qPCR                |
| <i>gata1a</i> | ATTATTCCACCAGCGTCCAG             | GGACGTGGAGGTGTGAGAGT             | qPCR                |
| <i>mpl</i>    | GGTCCTGGAAAACATCCTGA             | TGCTCAGAGAGCAGAGGACA             | qPCR                |
| <i>itga2b</i> | TGATGAATGTGCCCTCAAAA             | GCAGCCAATAGAAGCAGTCC             | qPCR                |
| <i>mpx</i>    | CTTTTGATCTCGAGCCTTGG             | CTTTAGCAGTGGCAGGAAGG             | qPCR                |
| <i>lcp1</i>   | GGCATACGGGAGAAAGATGA             | TGAAGGTCCGCTCCTCTCTA             | qPCR                |
| <i>lck</i>    | GAGACCTGAGAGCTGCCAAT             | GCCGTAGTTTATGGCCTCTG             | qPCR                |
| <i>tcra</i>   | TCGTTTTCAATGTGCTGGTG             | GATGATCTGGAATGGGATGC             | qPCR                |
| <i>ighm</i>   | GGAAAAACATTGCCAGAGGA             | TGTACCCATACGCAGGTTCA             | qPCR                |
| <i>rag1</i>   | CATTTGCCGAAAAGGAAGAA             | ACTGCAGCTGAGGAAGGTGT             | qPCR                |
| <i>ef1a</i>   | ACCGGCCATCTGATCTACAA             | CAATGGTGATACCACGCTCA             | qPCR                |
| <i>epoa</i>   | CCACATATGTCCTCCCATTACGCCCCAT     | AATGGATCCTCAGCTGACACCCTGTCGAC    | Recombinant protein |
| <i>csf3b</i>  | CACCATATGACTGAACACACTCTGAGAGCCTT | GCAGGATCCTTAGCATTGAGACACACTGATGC | Recombinant protein |

  

| Primer sequence for whole-transcript amplification                    |  |  | Description        |
|-----------------------------------------------------------------------|--|--|--------------------|
| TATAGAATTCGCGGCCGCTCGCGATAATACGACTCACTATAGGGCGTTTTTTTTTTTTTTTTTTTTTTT |  |  | RT primer          |
| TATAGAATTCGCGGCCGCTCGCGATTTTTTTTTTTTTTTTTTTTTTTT                      |  |  | Tagging primer     |
| (5' Aminolink)-GTATAGAATTCGCGGCCGCTCGCGAT                             |  |  | Suppression primer |

How the deposited data were processed for this re-analysis (not part of the article)

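Gene expression was measured by RNA-seq in 3 populations sorted from the adult zebrafish kidney, *gata2a*+ *runx1*+, *gata2a*- *runx1*+, and *gata2a*+ *runx1*- cells, with 1 library per population. The authors amplified cDNA by Quartz-Seq, prepared libraries with Nextera XT, sequenced them on an Illumina NextSeq instrument, mapped the reads to GRCz11 with HISAT2 2.1.0, and calculated RPM with Subread 1.6.4. The deposited RPM values were rounded to 2 decimals and are relative to all reads counted on genes of the library. Between 8094670 and 8205803 reads per library were counted, and at this depth 3 reads, the smallest share taken as detected, are about 0.37 RPM. The paper's text does not name the annotation release, the use of strand, or the treatment of reads with several matches, and genes with near-identical copies are therefore uncertain.

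The reads were recovered from the deposited RPM as the total per library at which every value is a whole number of reads, and the recovered reads summed to that total in each library. Simulated libraries were drawn from the real genes and library sizes with counting noise only. The same steps recovered all reads without error in the simulated *gata2a*+ *runx1*+ library, the only library tried. Among genes with at least 300 reads over the 3 libraries, they found 200 of 200 genes changed by 4-fold and called 0 of 6067 unchanged genes. Genes with fewer reads were not tested in this way, and calls under amplification noise were not tested. Of 100 simulated lists of unchanged genes, 3 lay outside the middle 95% of random lists. Gene symbols came from Supplementary Table S1 and a table that pairs identifiers with symbols, which named 28990 of the 32057 genes; many are listed there under the human symbol, and a gene list's symbol was also looked up in that form and among RefSeq synonyms of assembly GRCz12tu, used for names only.

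Enriched genes were those with an RPM over 2-fold higher than in each of the other two libraries. Folds against a library with 3 reads or fewer were computed against 3 reads and are given as at least that fold. This follows from the floor and not from the interval: the upper Wilson limit of a gene without a read was between 0.468 and 0.475 RPM, so that counting error also allows smaller folds. Reads of single genes were compared by a two-sided Fisher's exact test in scipy 1.17.1 with Benjamini-Hochberg adjustment. Gene lists written before the data were examined were summarised by the median of log2(RPM + 1) in one library minus the mean of the other two, over genes with a mean of at least 1 RPM, and placed among 10000 random lists matched on deciles of mean expression. After these values were seen, the lists were also compared between 2 libraries alone, without the third, among random lists matched on the mean of those 2. The T and NK cell list was not used, since 33 of its 42 symbols, or 78.6%, were found, under the limit of 80%. The genes named in the text are those the paper names in its text, Fig. 2a, Fig. 3, or Supplementary Table S1, and for each library the 5 genes with a symbol and the largest log2 ratio of RPM + 1 to the higher of the other two; any other gene is named as chosen after its values were seen. Of the genes given by this rule, 1 is not reported here.

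The alternatives were other pseudocounts, minimum RPM values, and fold limits, the mean of the other two libraries as reference, the removal of the 20 genes with the most reads in each library, Fisher's exact test, and rescaling of the recovered reads by the TMM factors of edgeR 4.0.16 or the size factors of DESeq2 1.42.0 in R 4.3.3. With 1 library per population, no p-value across genes was computed, and no exclusion of a replicate and no regrouping of samples was possible. The gene ontology enrichment was not repeated, and the qPCR, transplantation, and colony assays were not analysed here.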

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

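The genes described here are among the 5 per library with the largest ratio to the higher of the other two libraries, a rule fixed before the data were examined, and the paper does not discuss them; they are reported because their signal lies above the floor of 3 reads. The test on the *eef1a1* copy was chosen after its values were seen.

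In *gata2a*+ *runx1*+ cells, *EEF1A1* (ENSDARG00000039502) was at 57.0 RPM with no read in the other libraries, *nanos1* at 1502 RPM against 42.8 RPM in *gata2a*- *runx1*+ cells and 24.9 RPM in *gata2a*+ *runx1*- cells, *apba1b* at 18.5 RPM, *CYP8B1* at 25.0 RPM, and *BMP7* at 63.6 RPM. Reads of *EEF1A1* could come from *eef1a1l1*, a far more abundant copy (named after its values were seen) with 53350 RPM in *gata2a*+ *runx1*+ cells. At the rate seen in *gata2a*+ *runx1*+ cells, 481.2 reads of *EEF1A1* would then be counted in *gata2a*- *runx1*+ cells and 392.9 reads in *gata2a*+ *runx1*- cells, and none were. The rule that gave *EEF1A1* favours genes without reads in the other libraries, but it does not set the level of *eef1a1l1*. That level was 54895 RPM in *gata2a*- *runx1*+ cells and 45433 RPM in *gata2a*+ *runx1*- cells. For *EEF1A1*, the values therefore argue against reads shared at the same rate in all 3 libraries. Reads shared at a rate that differs between libraries are left open. A sequence variant carried by the fish of 1 library was not tested. For the other four genes no technical explanation was tested, and with 1 library per population they cannot be told apart from a difference between preparations.

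*epb41b* was at 162.0 RPM in *gata2a*- *runx1*+ cells, *add2* at 73.6 RPM, *RAC3* at 106.8 RPM, and *VCL* at 29.0 RPM. *linc-iglc3* was at 224.6 RPM in *gata2a*+ *runx1*- cells and *plaat1l* at 132.7 RPM, neither with a read in the other libraries, and *igic1s1* was at 171.2 RPM. No explanation was tested for single genes of *gata2a*- *runx1*+ and *gata2a*+ *runx1*- cells.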

How the results depend on the processing

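The number of enriched genes moved by more than 1.5 times under several settings. With a pseudocount of 1 RPM there were 915 genes in *gata2a*+ *runx1*+, 805 in *gata2a*- *runx1*+, and 2133 in *gata2a*+ *runx1*- cells; with at least 1 RPM in the enriched library 1322, 1076, and 2553; with at least 5 RPM 605, 603, and 1482; and with Fisher's exact test added 1227, 1003, and 2592. In 18 of the 30 combinations of population and setting chosen in advance the number stayed within 1.5 times, those with edgeR's TMM factors and DESeq2's size factors included. The cause was not tested beyond the counting noise reported under the other observations.

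Another 16 settings were chosen after seeing the data. With at least 0.5 RPM there were 1710 genes in *gata2a*+ *runx1*+ and 1320 in *gata2a*- *runx1*+ cells. There were, in *gata2a*+ *runx1*+, *gata2a*- *runx1*+, and *gata2a*+ *runx1*- cells, 994, 865, and 2124 with at least 2 RPM; 820, 739, and 1852 with at least 3 RPM; 377, 438, and 1117 with at least 10 RPM; 1358, 1089, and 2635 with a pseudocount of 0.5 RPM; 923, 810, and 1982 with a mean of at least 1 RPM; 664, 629, and 1520 with a mean of at least 2 RPM; 367, 429, and 1042 with a mean of at least 5 RPM; and 232, 301, and 757 with a mean of at least 10 RPM. With each library at a minimum of 1, 2, 5, or 10 RPM there were 428, 311, 181, and 105 genes in *gata2a*+ *runx1*+ cells, 436, 338, 224, and 138 in *gata2a*- *runx1*+ cells, and 898, 732, 511, and 358 in *gata2a*+ *runx1*- cells. The number given by counting noise fell to 48, 46, and 59 genes with at least 1 RPM, also chosen after seeing the data. The number of genes was largest in *gata2a*+ *runx1*- cells in every setting tried.

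Under the alternatives, 196 gene list medians kept their direction and their side of the middle 95% of random lists, 4 no longer lay outside it, 2 then lay outside, and 5 changed sign. For *gata2a*+ *runx1*+ cells the erythroid median was -0.18 with a pseudocount of 0.1 RPM, and no longer outside; the endothelial median was -0.33 with that pseudocount and -0.20 with a mean of at least 5 RPM, no longer outside; the GTPase regulator median was 0.25 with a mean of at least 5 RPM, no longer outside, and in *gata2a*+ *runx1*- cells 0.25, then outside; and the chemokine receptor median in *gata2a*+ *runx1*+ cells was -1.90 with that filter, then outside. In *gata2a*+ *runx1*+ cells the thrombocyte median changed sign from -0.23 to 0.11 with a pseudocount of 0.1 RPM, the neutrophil median from 0.07 to -0.0117 with DESeq2's size factors, and the macrophage median from -0.34 to 0.085 over genes with any read and 0.37 with a mean of at least 5 RPM. The kidney tubule median in *gata2a*- *runx1*+ cells changed from 0.09 to -0.0817 over genes with any read. The cause was not tested.

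Pearson's r between *gata2a*+ *runx1*+ and *gata2a*- *runx1*+, *gata2a*+ *runx1*+ and *gata2a*+ *runx1*-, and *gata2a*- *runx1*+ and *gata2a*+ *runx1*- cells was 0.846, 0.733, and 0.675 with a pseudocount of 0.1 RPM, and 0.938, 0.902, and 0.872 over genes with any read, where Spearman's rho was 0.862, 0.812, and 0.79. The order of the pairs was the same in both settings. The median share in *gata2a*+ *runx1*+ cells of genes specific to *gata2a*- *runx1*+ cells was 36.6% with a limit of 5-fold and 10.1% with at least 500 reads, and of genes specific to *gata2a*+ *runx1*- cells 17.8% and 11.4%. The cause was not tested.

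Of 53 genes with a fold, small differences changed sign: *cxcr4b* in *gata2a*+ *runx1*+ over *gata2a*+ *runx1*- cells was -0.0542 (log2) with TMM and -0.0991 with DESeq2's size factors, *ikzf1* in the same pair -0.0325 with DESeq2's size factors, and *zfpm1* in *gata2a*+ *runx1*+ over *gata2a*- *runx1*+ cells -0.0218 with TMM and -0.0147 with DESeq2's size factors. The difference of *ikzf1* was 0.0124 with TMM, with an unadjusted p of 0.704 against 0.031 without rescaling (Fisher's exact test), where the adjusted p was 0.0578. The other 153 values kept their direction and their side of an unadjusted p of 0.05. The cause was not tested. Depth limits *fgd5b*, *apoeb*, *lyz*, *cd4-1*, *lck*, and *cd8a*, which rest on fewer than 10 reads.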

Differences from the paper's values

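All 132 values of Supplementary Table S1 equal the deposited values. The numbers of enriched genes differ. For *gata2a*+ *runx1*+ cells, 3167 genes were counted against the paper's about 1700 in Fig. 2b, read by eye, in *gata2a*- *runx1*+ cells 2282 against about 1300, and in *gata2a*+ *runx1*- cells 4387 against about 2000. Of the alternatives set before the data were examined, the values fell within 1.5 times of the paper's in all 3 populations with at least 1 RPM in the enriched library (1322, 1076, and 2553 genes) and with Fisher's exact test added (1227, 1003, and 2592). With an over 4-fold limit this held in *gata2a*+ *runx1*+ and *gata2a*- *runx1*+ cells (2165 and 1575) and not in *gata2a*+ *runx1*- cells (3002). With a pseudocount of 1 RPM (2133) or at least 5 RPM (1482) it held in *gata2a*+ *runx1*- cells and not in the other two. The pseudocount of 0.1 RPM, the mean of the other two libraries, both rescalings, and the removal of the genes with the most reads did not close the gap in any population.

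Of 16 settings chosen after seeing the values, several come within that range. With at least 0.5 RPM there were 1710 genes in *gata2a*+ *runx1*+ and 1320 in *gata2a*- *runx1*+ cells, and 3000 in *gata2a*+ *runx1*- cells; with a pseudocount of 0.5 RPM there were 1358, 1089, and 2635. Both are within 1.5 times of the paper's in all 3 populations, as are the 2 alternatives set before the data were examined that were named above. At least 0.25 RPM gave 1566 in *gata2a*- *runx1*+ cells alone. Among settings that held in *gata2a*+ *runx1*- cells alone, at least 2 RPM gave 2124, at least 3 RPM gave 1852, and a mean of at least 1 or 2 RPM gave 1982 and 1520. Since several settings lie in that range in all 3 populations, a close value does not show which setting was used.

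The paper describes *fgd5b* and *apoeb* as highly enriched in *gata2a*+ *runx1*+ cells; they had 4 and 9 reads there. It describes *kita* as high in *gata2a*+ *runx1*+ cells, and by qPCR as detected in *gata2a*- *runx1*+ cells too. In *gata2a*+ *runx1*+ cells *kita* was 1.71-fold over *gata2a*- *runx1*+ cells and at least 21.9-fold over *gata2a*+ *runx1*- cells. It describes *lyz* as expressed in *gata2a*- *runx1*+ and *gata2a*+ *runx1*- cells, where 4 and 5 reads were counted, and *cd4-1* and *lck* as detected in *gata2a*+ *runx1*- cells, where 2 reads of each were counted. It describes *ighm* by qPCR as expressed in *gata2a*+ *runx1*- cells only, and 64.9 RPM were counted in *gata2a*+ *runx1*+ cells. It describes *lcp1* as expressed in *gata2a*- *runx1*+ and *gata2a*+ *runx1*- cells, and *gata2a*+ *runx1*+ cells, at 2463 RPM, were above *gata2a*- *runx1*+ cells, at 999.3 RPM. It describes *tcra* as undetected in all fractions. Its table lists *traj15*, with no read here, while *traj1*, chosen after its values were seen, had 2 reads in *gata2a*+ *runx1*+ cells and 4 in *gata2a*- *runx1*+ cells. It ascribes a myeloid signature to *gata2a*- *runx1*+ cells from marker genes, the ontology term of myeloid cell differentiation, and qPCR of *mpx*. Its colony assays also found CFU-G among these cells. In the RNA-seq data *mpx* was highest there, while the lists of neutrophil and macrophage genes had medians of -1.35 and -1.51. These medians are relative to the other populations and do not measure whether a myeloid signature is present.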

Other observations

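The tests on *ighm*, on immediate early genes in *gata2a*+ *runx1*- cells, and of gene lists between 2 libraries alone were chosen only after the results were seen. For each gene the differences to the mean of the other two libraries sum to 0, so a list that is low in 1 library is raised in the others by construction. No biological reading of these patterns can be separated from a difference between single preparations.

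Counting noise at low reads could account for a part of the enriched genes: counting noise alone gave at most 38.7% of the observed number, in *gata2a*- *runx1*+ cells, and less than that in the other two. Amplification noise was not drawn and could account for more. The library totals were close, between 8094670 and 8205803 reads, and RPM already divides by them. The factors of TMM and DESeq2 were between 0.971 and 1.04 and changed the number by at most 1.11 times, which hardly tests library size.

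Immediate early genes, which cell dissociation can induce, may bear on *egr1*, *fosb*, and *myca*. Without these genes, the list stood at percentile 99.5 in *gata2a*+ *runx1*+ cells. The full list stood at percentile 99.99 in *gata2a*+ *runx1*- cells and below all random lists in *gata2a*- *runx1*+ cells. The low values in *gata2a*- *runx1*+ cells raise both of the others by construction, so the list was also compared between 2 libraries alone. Without the 3 genes, its median difference was 1.07 between *gata2a*+ *runx1*+ and *gata2a*- *runx1*+ cells, above all random lists, and -0.06 between *gata2a*+ *runx1*+ and *gata2a*+ *runx1*- cells, at percentile 19.7. A shift of the whole list was therefore not seen against *gata2a*+ *runx1*- cells. In that comparison 17 of the 35 genes were higher in *gata2a*+ *runx1*+ cells. The median thus does not decide whether a part of the list responded along with the 3 genes. Against *gata2a*- *runx1*+ cells, a response over the whole list cannot be told apart from lower expression in *gata2a*- *runx1*+ cells. There, a technical response to dissociation and a difference between the populations cannot be told apart.

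*fgd5b* is also an endothelial gene, and vascular endothelial cells in *gata2a*+ *runx1*+ cells were a candidate source. The other endothelial genes stood at percentile 0.06 in *gata2a*+ *runx1*+ cells, which their high values in *gata2a*+ *runx1*- cells lower by construction. Between *gata2a*+ *runx1*+ and *gata2a*- *runx1*+ cells alone their median difference was 0.39, at percentile 88.9, inside the middle 95% of random lists. In that comparison 19 of the 26 genes were higher in *gata2a*+ *runx1*+ cells. A shift of the list beyond random lists was thus not seen. The median cannot exclude the trace of endothelial cells that 4 reads of *fgd5b* would need, so this source is left open. Between *gata2a*+ *runx1*+ and *gata2a*+ *runx1*- cells alone the median difference was -1.80, below all random lists, with 7 of the 26 genes higher. The difference of *fgd5b* between these 2 libraries was not detectable, so this value does not decide its source. *kdrl*, *sox18*, *EGFL7*, and *flt1*, chosen after their values were seen, had 693, 110, 83, and 12 reads in *gata2a*+ *runx1*- cells and none in *gata2a*+ *runx1*+ cells, and *cdh5*, chosen likewise, had 119 and 2 reads, while *fgd5b* had no read in *gata2a*+ *runx1*- cells. These genes were picked for their values and add no test of the source. *clec14a*, *pecam1a*, and *ERG*, chosen after their values were seen, were highest in *gata2a*+ *runx1*+ cells, at 80.1, 45.9, and 53.9 RPM. Within *gata2a*+ *runx1*- cells the list stood at percentile 100.0, with a median difference of 1.92, and *kdrl* was at 85.6 RPM with no read in the other libraries. Endothelial cells labelled by *gata2a:GFP* may therefore be present among *gata2a*+ *runx1*- cells; expression of these genes in blood cells was not tested.

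Erythroid and thrombocyte genes of *gata2a*- *runx1*+ cells were read in *gata2a*+ *runx1*+ cells, and carried-over cells or RNA are a candidate explanation. Genes specific to a population were those with at least 100 reads there and at least 20-fold higher than in the other single-positive population. Over 107 genes specific to *gata2a*- *runx1*+ cells, the share in *gata2a*+ *runx1*+ cells had a median of 16.0%, and its spread was 7.11 times that of counting noise around 1 shared value. Over 295 genes specific to *gata2a*+ *runx1*- cells, the median share was 7.74% and the spread 11.4 times that of counting noise. Amplification without molecular identifiers adds spread that these libraries do not measure, so the spread alone does not separate carry-over from expression in *gata2a*+ *runx1*+ cells. The 95th percentile of the share of genes specific to *gata2a*- *runx1*+ cells was 134.2%, and carry-over alone gives no share above 100%. No read in *gata2a*+ *runx1*+ cells was counted for 2 of the 107 genes and for 55 of the 295 genes. Among the former was *HBEGF*, chosen after its values were seen, with 159 reads in *gata2a*- *runx1*+ cells, and *VCL*, *add2*, *RAC3*, and *epb41b* were at 0.862%, 3.02%, 3.58%, and 3.72%. Among the latter were *linc-iglc3*, *ighz*, and *kdrl*, with 1818, 1118, and 693 reads in *gata2a*+ *runx1*- cells, of which *kdrl* was chosen after its values were seen. These named genes are the low end of the shares or came from a rule that favours low values in the other libraries. They therefore do not test carry-over. The rule for specific genes set no limit on the level in *gata2a*+ *runx1*+ cells, so genes highest there also pass it. An example is *meis1b*, at 461.4 RPM in *gata2a*+ *runx1*+, 209.6 RPM in *gata2a*- *runx1*+, and 8.28 RPM in *gata2a*+ *runx1*- cells. Shares above 100% are not carry-over alone for those genes, and they do not test it for the erythroid and thrombocyte genes. Over genes specific to *gata2a*- *runx1*+ cells with at least 500 reads, the 95th percentile of the share was 36.9%. For genes with lower shares, carry-over cannot be told apart from expression in *gata2a*+ *runx1*+ cells.

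B cells of the kind in *gata2a*+ *runx1*- cells were a candidate source of *ighm* in *gata2a*+ *runx1*+ cells. If the other immunoglobulin genes were carried at the share of *ighm*, 295.6 of their reads would be counted in *gata2a*+ *runx1*+ cells, and 47 were. B cells with the same mix of immunoglobulin genes are therefore not borne out as the source. Other B cell genes went both ways. *cd79a*, chosen after its values were seen, had 49 reads in *gata2a*+ *runx1*+ cells and 1245 in *gata2a*+ *runx1*- cells. *cd37*, chosen likewise, had 1 and 530 reads, and *pax5* had 0 and 258. B cells with another mix are left open as a source.

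A resting stem cell fraction could show lower expression of cell cycle genes. The list stood at percentile 100.0 in *gata2a*+ *runx1*+ cells, with a median difference of 0.56, while the median was 0.40 in *gata2a*- *runx1*+ cells and -0.96 in *gata2a*+ *runx1*- cells, which raises both of the others by construction. Between 2 libraries alone, the median of *gata2a*+ *runx1*+ cells was 0.15 over *gata2a*- *runx1*+ cells, at percentile 90.9, and 1.11 over *gata2a*+ *runx1*- cells, above all random lists, so lower expression in *gata2a*+ *runx1*+ cells was not seen against either. Kidney tubule genes stood at percentile 4.12 in *gata2a*+ *runx1*+ cells, but only 6 passed the filter, so tubule cells as a possible source cannot be excluded.

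*mhc2daa*, *cd74a*, and *ciita*, chosen after their values were seen, were at 119.8, 2402, and 157.0 RPM in *gata2a*+ *runx1*- cells, while *mhc2dab* and *mhc2dbb* had no read. *alas2*, chosen likewise, had no read in any library, while *SLC4A1* (ENSDARG00000012881), also chosen after its values were seen, was at 2463 RPM in *gata2a*- *runx1*+ cells, so a listing at 0 was also seen for a gene of the erythroid list.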
